# Connection of core and tail Mediator modules restrains transcription from TFIID-dependent promoters

**DOI:** 10.1371/journal.pgen.1009529

**Published:** 2021-08-12

**Authors:** Moustafa M. Saleh, Célia Jeronimo, François Robert, Gabriel E. Zentner

## Abstract

The Mediator coactivator complex is divided into four modules: head, middle, tail, and kinase. Deletion of the architectural subunit Med16 separates core Mediator (cMed), comprising the head, middle, and scaffold (Med14), from the tail. However, the direct global effects of tail/cMed disconnection are unclear. We find that rapid depletion of Med16 downregulates genes that require the SAGA complex for full expression, consistent with their reported tail dependence, but also moderately overactivates TFIID-dependent genes in a manner partly dependent on the separated tail, which remains associated with upstream activating sequences. Suppression of TBP dynamics via removal of the Mot1 ATPase partially restores normal transcriptional activity to Med16-depleted cells, suggesting that cMed/tail separation results in an imbalance in the levels of PIC formation at SAGA-requiring and TFIID-dependent genes. We propose that the preferential regulation of SAGA-requiring genes by tailed Mediator helps maintain a proper balance of transcription between these genes and those more dependent on TFIID.

## Author summary

Composed of over two dozen subunits, the Mediator complex plays several roles in RNA polymerase II (RNAPII) transcription in eukaryotes. In yeast, deletion of Med16, which splits Mediator into two stable subcomplexes, both increases and decreases transcript levels, suggesting that Med16 might play a repressive role. However, the direct effects of Med16 removal on RNAPII transcription have not been assessed, owing to the use of deletion mutants and measurement of steady-state RNA levels in prior studies. Here, using a combination of inducible protein depletion and analysis of nascent RNA, we find that Med16 removal 1) downregulates a small group of genes reported to be highly dependent on the SAGA complex and 2) upregulates a larger set of genes reported to be more dependent on the TFIID complex in a manner dependent on another component of Mediator. We find that artificially altering the balance of transcription pre-initiation complex (PIC) formation toward SAGA-requiring promoters and away from TFIID-dependent promoters partially restores normal transcription, indicating a contribution of altered PIC formation to the transcriptional alterations observed with Med16 loss. Taken together, our results indicate that the structural integrity of Mediator is important for maintaining balanced transcription between different gene classes.

## Introduction

Mediator is an evolutionarily conserved coactivator complex generally required for RNA polymerase II (RNAPII) transcription. It is composed of 25 subunits in yeast and 30 subunits in humans and is organized into four discrete structural modules: head, middle, tail and the dynamically associated kinase module [1]. The head and middle modules, in conjunction with the scaffold subunit Med14, form core Mediator (cMed), which is sufficient for Mediator function *in vitro* [2,3]. Accordingly, depletion of Med14 results in a marked global decrease of RNAPII occupancy [4] and nascent transcription [5]. Similarly, disruption of the head module via a temperature-sensitive Med17 mutation or Med17 depletion drastically reduces nascent RNA synthesis across most RNAPII-dependent genes [2,5].

In contrast to the subunits of cMed, the subunits of the tail module are not essential under normal growth conditions and mainly contribute to the regulation of inducible genes [6,7]. The main function of the tail module is as an interaction interface for numerous transcriptional activators that recruit Mediator to upstream activating sequences (UASs) in response to cellular stress or other stimuli [6,8]. Strikingly, a triad of subunits from the tail module (Med2, Med3, and Med15) can form a stable sub-complex separate from cMed when Med16 (also known as Sin4) is deleted (*med16*Δ) [9]. This stable sub-complex can bind activators *in vitro* and associates with regulatory sequences *in vivo* independent of the other modules of the Mediator complex at a handful of genes [9–11]. Other perturbations to Mediator structure, including nuclear depletion of Med14 [10] or the head module nucleator Med17 [12,13] have also been reported to leave the tail associated with selected genomic regions, again suggesting a stable tail subcomplex. Like the other components of the tail module, Med16 is important for stress-induced transcription in yeast and other organisms [14–16]. However, several studies have suggested that it might have a repressive function under normal growth conditions. For instance, cells lacking Med16 show constitutive reporter expression from the *PHO5* promoter, normally induced in response to low environmental phosphate [17]; genes encoding enzymes involved in maltose metabolism [18]; *ARG1*, normally induced by isoleucine and valine starvation [9]; and *FLR1*, normally induced in response to various drugs [11]. Deletion of *MED16* also rescues expression of *HO*, encoding an endonuclease responsible for initiating mating type switching, in cells lacking various cofactors [19] or with specific mutations in the *HO* promoter [20]. On a global scale, microarray analysis has revealed substantial overlap in transcripts with increased abundance in *med16*Δ cells and cells deleted for subunits of the kinase module [6,21,22], the function of which appears to be to antagonize tail-dependent Mediator recruitment to UASs [8,23].

What is the basis of increased gene expression in the absence of Med16? One proposed model is that the separated tail enhances transcription via direct or indirect stimulation of pre-initiation complex (PIC) formation and transcription [9,11,12]. In this view, connection of the tail to cMed limits the ability of the tail triad to act as a nonspecific transcriptional activator and predicts that impairment of tail function in the absence of Med16 should suppress transcriptional overactivation. Indeed, the increased basal expression of *PHO5* observed in *med16*Δ cells can be suppressed by a mutation in Med15 [24], while deletion of *MED2* eliminates the overexpression of *FLR1* caused by *MED16* deletion [11]. Reporter expression from a mutant *HO* promoter, mediated by *med16*Δ, can likewise be negated by deletion of *MED15* [20]. Deletion of *MED2*, *MED3*, or *MED15* also reduces *med16*Δ-induced basal expression of *ARG1* to varying extents [9]. Lastly, mutations in *MED16* enhance transcriptional activation at a distance [25]. Relatedly, recent work indicates that the recruitment of multiple coactivators to the cell cycle-regulated *HO* promoter is enhanced in *med16*Δ strain, again suggesting that the tail/cMed connection limits the potential of the tail to facilitate transcription [20].

While there have been many studies of the role of Med16 in gene regulation, important questions remain. All of the aforementioned studies used measurement of steady-state RNA levels in *med16*Δ strains. Steady-state RNA abundances are influenced by both synthesis and decay and thus cannot be used to conclusively determine the influence of Med16 loss on transcription. This issue may be compounded by the use of deletion mutants, wherein it is difficult to disentangle the direct and indirect effects of Med16 absence. It is also unclear whether the tail triad remains globally associated with the genome when Med16 is removed. Here, we report a genome-wide analysis of the consequences of both acute and chronic Med16 loss. Through sequencing of newly synthesized RNA (nsRNA), we demonstrate that both deletion and auxin-inducible degron (AID)-mediated depletion of Med16 result in transcriptional upregulation of TFIID-dependent genes and downregulation of coactivator-redundant (CR) genes. We show that the tail triad remains globally bound to UASs in the absence of Med16, and that promoter association of cMed is decreased at downregulated genes. Disruption of the separated tail triad by co-depletion of Med15 and Med16 attenuated the transcriptional upregulation observed in Med16 depletion, arguing that the tail triad is involved in the overactivation observed with Med16 removal. Lastly, we show that co-depletion of Med16 and Mot1, a SWI/SNF-family ATPase responsible for removing TBP from TATA-containing promoters, partially rescues both the downregulation and upregulation seen with Med16 depletion alone. Taken together, our results indicate that the connection of the tail module to cMed is important for a proper balance of transcription between different classes of genes.

## Results

### Med16 removal results in moderate transcriptional overactivation

Previous studies of gene expression in *med16*Δ cells showed a dual effect: reduced expression of inducible genes upon stimulation [26,27] but increased basal expression of inducible genes [11,18,24]. However, these results are potentially confounded by indirect effects due to cellular adaptation to chronic tail separation and the measurement of steady-state mRNA levels, which are subject to transcriptional buffering effects [28]. To address the direct transcriptional effects of tail separation, we generated a yeast strain in which Med16 is tagged with an auxin-inducible degron (Med16-AID) in the presence of the auxin-interacting ubiquitin ligase component *Os*TIR1 [29]. Treatment of Med16-AID cells with the auxin indole-3-acetic acid (3-IAA) resulted in rapid depletion of Med16, with no protein detectable by western blot after 30 min (Fig 1A). Consistent with the role of the tail in heat shock transcription [10,14,30], Med16-AID cells grown on yeast extract-peptone-dextrose (YPD) plates containing 0.5 mM 3-IAA showed substantial growth impairment at 37°C (Fig 1B), while Med16 depletion had a minimal impact on cell growth at 30°C (S1A Fig).

**Fig 1:**
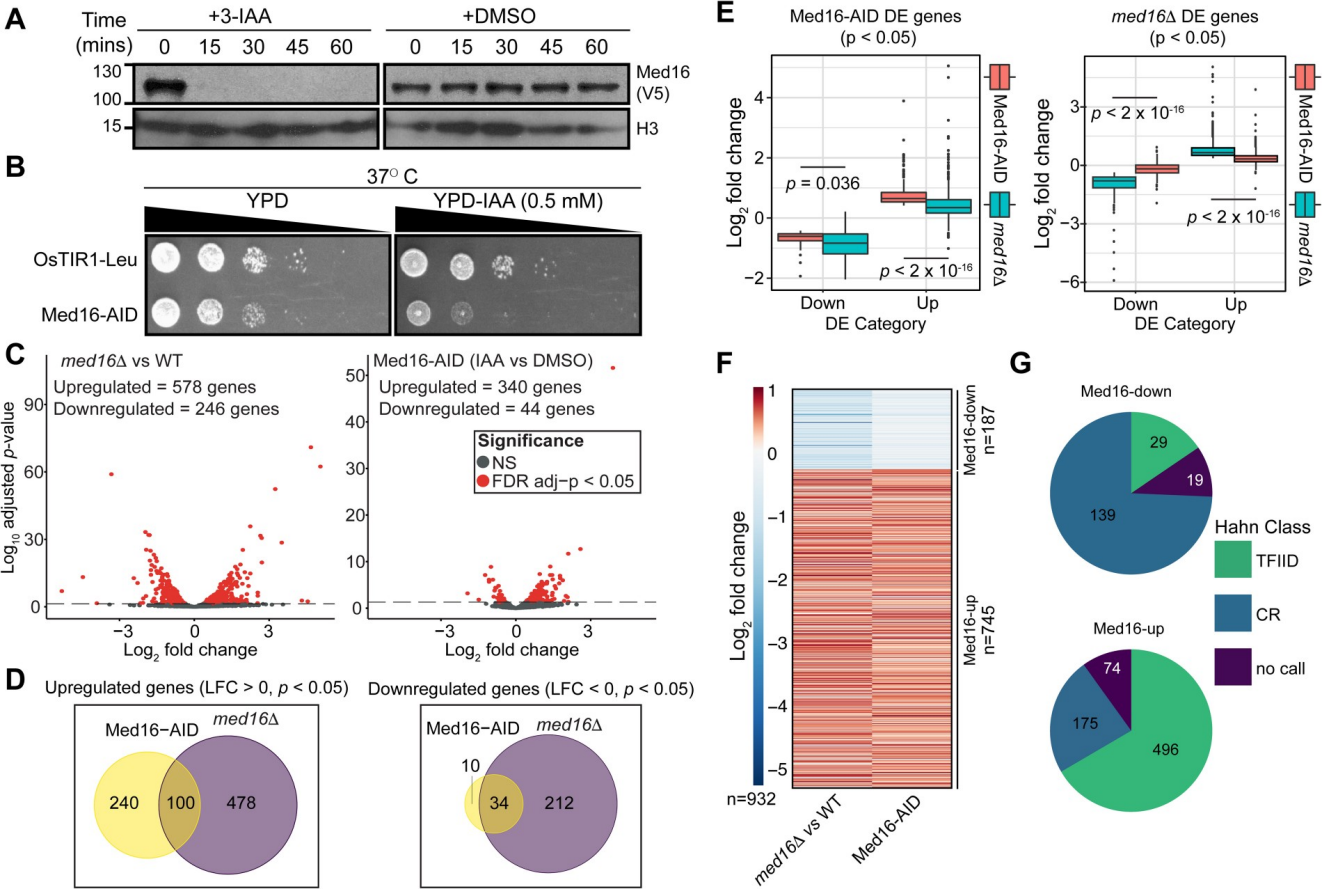
Med16 deficiency primarily overactivates TFIID-dependent genes. (A) Western blot showing the kinetics of Med16-AID depletion upon 3-IAA treatment of cells. (B) Spot assays assessing growth of the parental and Med16 strains on YPD plates containing DMSO or 500 μM 3-IAA at 37°C. (C) Volcano plots of nsRNA alterations in the *med16*Δ versus WT and Med16-AID 3-IAA versus DMSO comparisons. (D) Venn diagrams of overlap in genes significantly upregulated or downregulated in the Med16-AID and *med16*Δ cells. (E) Boxplots of log_2_ fold changes in nsRNA levels for differentially expressed (DE) genes in Med16-AID (left) and *med16*Δ (right) cells. Statistical differences between groups were assessed by Wilcoxon rank-sum test. (F) *k*-means clustered (*k* = 2) heatmap of log_2_ fold changes in nsRNA levels for the set of 932 genes with concordant changes in nsRNA levels in the Med16-AID and *med16*Δ strains. (G) Pie charts indicating the classification of Med16-regulated genes according to the categories of Donczew *et al* [31].

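Med16-AID cells were treated with 0.5 mM 3-IAA or with the vehicle DMSO for 30 min and then with 5 mM 4tU for 6 min, in 3 biological replicates per treatment. 4tU is a uracil analog that enters RNA made during the labeling period, so that this RNA can be biotinylated and pulled down. The authors mapped the paired-end reads to sacCer3 with STAR and deposited the counts of reads on each of 6692 genes, without normalization. Each file gives 3 columns of counts, of which the column for the sense strand was used here. The 3-IAA libraries held 5124655 to 5893369 counts on genes (median 5203604), and the DMSO libraries held 4283184 to 4743626 (median 4576730). These counts were 30.7 to 40.8% of the reads of a 3-IAA library and 30.8 to 34.7% of the reads of a DMSO library. Reads that mapped to many places made up 35.5 to 46.2% with 3-IAA and 40.8 to 47.3% with DMSO, and unmapped reads made up 19.5 to 19.9% and 18.2 to 20.8%. The degron acts on the Med16 protein, and MED16 (YNL236W, chromosome XIV, 206930 to 209854) was still transcribed, at 192 ± 10.8 CPM (counts scaled to a common library total; SD, n = 3) with 3-IAA and 167 ± 16.2 CPM (SD, n = 3) with DMSO.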

To assess the transcriptional impact of Med16 depletion, we performed metabolic labeling of nsRNA with 4-thiouracil (4tU) followed by isolation and sequencing of nsRNA (nsRNA-seq) on Med16-AID cells after 30 minutes of 3-IAA treatment. 

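WT cells and cells lacking MED16 were labeled with 4tU in the same way but received neither 3-IAA nor DMSO, in 3 biological replicates each. The counts on genes ranged from 4324622 to 5041719 per WT library (median 4605389) and from 3838508 to 5822661 per *med16*Δ library (median 4021830). They made up 23.0 to 27.3% of the reads in WT and 25.4 to 32.5% in *med16*Δ. The deleted gene had 9 to 22 counts per *med16*Δ library against 783 to 967 per WT library, or 2.95 ± 0.741 CPM (SD, n = 3) against 184 ± 11.8 (SD, n = 3).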

To enable comparison of the effects of acute and chronic Med16 deficiency, we also performed nsRNA-seq in WT and *med16*Δ cells. Prior to RNA extraction, all cultures were spiked with a defined fraction of 4tU-labeled *S*. *pombe* cells to enable quantitative normalization. 

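The counts used here cover *S. cerevisiae* genes, so the authors' spike-in size factors were recovered from the log2 fold changes and standard errors of their DESeq2 output in S2 Table. With the recovered factors, the deposited counts gave back the log2 fold changes of 1492 genes in each comparison to within 3.7e-06 for Med16-AID and 5.0e-06 for *med16*Δ. On the log2 scale, the mean factor of the 3-IAA libraries was 0.174 above that of the DMSO libraries, while their total counts were 0.252 above. The factors of the *med16*Δ libraries were below those of WT by a log2 difference of -0.062, and their total counts by -0.053. All 12 libraries were fitted together with edgeR's quasi-likelihood model on the 5726 genes kept by its filter on low counts. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called differentially expressed.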

Biological replicates showed good clustering as assessed by principal component analysis (PCA) (S1B Fig). 

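On the log2 counts of the 500 most variable genes, scaled by the spike-in size factors, the first principal component held 62.9% of the variance and the second held 20.9%. The factors were recovered within each comparison, so the Med16-AID libraries were scaled to those of WT and *med16*Δ by library totals. Along the second component the *med16*Δ libraries lay between 11.9 and 14.9 and the WT libraries between -14.1 and -9.73. The Med16-AID libraries lay between 2.43 and 8.58 with 3-IAA and between -7.35 and -3.01 with DMSO, so that no group of 3 replicates overlapped another on this component.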

We noted that WT/*med16*Δ and Med16-AID cells treated with DMSO or 3-IAA were separated in the first principal component, perhaps indicating an effect of genetic background or DMSO (the vehicle for 3-IAA treatment). 

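On the first component, the 6 Med16-AID libraries had scores from 12.3 to 23.4 and the 6 WT and *med16*Δ libraries had scores from -18.8 to -11.4. The untreated strains differ from Med16-AID both in genotype and in the absence of DMSO, so the 2 cannot be told apart here.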

We then performed a systematic analysis of transcriptional changes in both strains. 

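Against WT, 501 of the 5726 genes tested had an adjusted p under 0.05 in *med16*Δ (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), of which 311 (62.1%) were higher and 190 lower. An unadjusted p under 0.05 was reached by 1183 genes. The median log2 fold change of all genes tested was 0.19. TMM size factors, which are set on the *S. cerevisiae* genes themselves and ignore the spike-in, moved the count most, to 1002 genes, with 451 higher and 551 lower and a median of 0.01 over all genes. With the replicate number as a block 842 genes passed, 583 higher and 259 lower, where same-numbered libraries had a pairing r of -0.017 across genes and of 0.378 in their uniform shifts (n = 3 pairs). The largest rise was in FLO11 (YIR019C, chromosome IX, 389572 to 393675), with 505 ± 19.9 normalized counts (SD, n = 3) against 15.3 ± 6.13 (SD, n = 3) in WT, a log2 fold change of 5.04 (standard error 0.28, adjusted p = 1.33e-67). PUT4 (YOR348C) rose by 4.67 on the log2 scale. ANB1 (YJR047C) was at least 2.76-fold higher, and SPL2 (YHR136C) at least 13.9-fold lower, both computed against a floor of 3 counts, since the other group lay under it. PHO84 (YML123C) and STR3 (YGL184C) had log2 fold changes of -4.51 and -3.32, and that of PHO84 ranged from -6.18 to -4.00 with each library left out in turn. PHO5 (YBR093C) had a log2 fold change of -1.44 (adjusted p = 4.78e-08), FLR1 (YBR008C) of -1.06 (adjusted p = 1.54e-05) and HO (YDL227C) of 0.74 (adjusted p = 0.00269), from the same test. ARG1 (YOL058W) had a log2 fold change of 0.03 (adjusted p = 0.945), which turned to -0.19 with TMM size factors.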

In *med16*Δ cells, we detected 824 genes significantly changed (adjusted *p* < 0.05 by Wald test), with 578 (70.1%) upregulated (Fig 1C). 

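In Med16-AID, 171 of the genes tested had an adjusted p under 0.05 between 3-IAA and DMSO (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with 151 (88.3%) higher and 20 lower, and 1028 genes had an unadjusted p under 0.05. When TMM size factors took the place of the spike-in factors, 640 genes passed, and 36.4% of them were higher and 407 genes lower. Under the spike-in factors the median log2 fold change of all genes was 0.21. The uniform shift of all genes that these factors give each library was 0.50, 0.04 and 0.03 in the 3-IAA replicates and 0.12, -0.04 and -0.08 in the DMSO replicates, a difference of 0.19 in the means (exact permutation test, two-sided, p = 0.4). Shifts of same-numbered libraries went together (r = 0.988, n = 3 pairs; the pairing r across genes was -0.027), and a block for the replicate number gave 414 genes, 361 higher and 53 lower. FLO11 had 496 ± 63.1 normalized counts (SD, n = 3) with 3-IAA and 33.2 ± 8.81 (SD, n = 3) with DMSO, a log2 fold change of 3.89 (standard error 0.25, adjusted p = 1.23e-48). The next largest rises were in HXT6 (YDR343C), at 2.58, whose reads are hard to part from those of its paralog HXT7, and in PUT4, at 2.10. The largest falls were in YGR050C (log2 fold change -1.91), SET6 (YPL165C, -1.47) and SRD1 (YCR018C, -1.23). The changes in PHO5 (log2 fold change -0.31, adjusted p = 0.408), FLR1 (-0.61, adjusted p = 0.0843) and HO (-0.11, adjusted p = 0.74) passed the threshold with TMM size factors (adjusted p = 0.0225, 9.05e-05 and 0.0348).

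**Figure D1:**
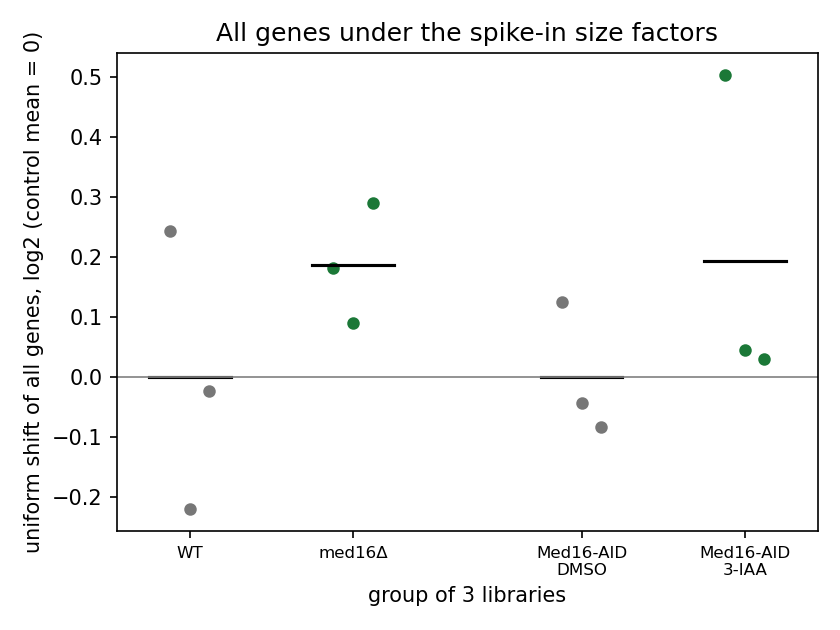
Uniform log2 shift of all genes under the spike-in size factors in each of the 12 libraries, relative to the mean of the control group (WT or DMSO). Points are libraries and lines are group means; the first 3-IAA replicate of Med16-AID lies at 0.50 and the other 2 at 0.04 and 0.03.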

The significant transcriptional changes observed in Med16-AID cells were more limited, with 384 genes significantly altered and 340 (88.5%) upregulated (Fig 1C). Of the genes significantly upregulated in Med16-AID, 100/340 (29.4%) were shared with *med16*Δ, while 34/44 (77.3%) of Med16-AID significantly downregulated genes overlapped with *med16*Δ (Fig 1D). 

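Of the 151 genes called higher in Med16-AID, 47 (31.1%) were called higher in *med16*Δ, where 8.2 would be shared by chance among the genes tested in both (Fisher's exact test, p = 2.64e-24). Of the 20 genes called lower in Med16-AID, 14 (70.0%) were called lower in *med16*Δ, against 0.7 by chance (Fisher's exact test, p = 3.97e-17). Another 2 genes were called higher in Med16-AID and lower in *med16*Δ. Under TMM scaling the shared genes moved most among those called lower, to 198 (48.6% of those in Med16-AID). Genes are not independent replicates, so these tests describe the lists.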

The smaller number of genes altered by Med16 depletion could also account for the observed separation of *med16*Δ and Med16-AID cells in our PCA analysis (S1B Fig). While there are far fewer genes significantly dysregulated by Med16 depletion versus deletion, we found that the genes changed in *med16*Δ were also concordantly dysregulated, albeit to a lesser extent, in Med16-AID (Fig 1E). Thus, while the sets of genes significantly dysregulated by Med16 deletion and depletion are somewhat distinct, particularly in terms of those that are upregulated, the overall transcriptional changes caused by both perturbations of Med16 are qualitatively similar. This observation suggests that indirect effects are not a major contributor to the changes in transcript levels observed in *med16*Δ, but rather that the changes observed are direct effects whose magnitude is amplified by complete, persistent lack of Med16 versus its rapid depletion.

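The 311 genes called higher in *med16*Δ were chosen by their change from WT. The AID libraries entered only the filter on low counts and the variance estimates of that fit. These genes had a median log2 fold change of 0.41 in Med16-AID and 0.86 in *med16*Δ. With 3-IAA, 292 of them (93.9%) were higher, against 83.7% of all genes. Limma's fry, a rotation test of a whole gene set on the replicate libraries, gave an adjusted p = 0.0726 for their rise in Med16-AID (Benjamini-Hochberg adjustment over the 2 directions). The 190 genes called lower had medians of -0.20 in Med16-AID and -0.95 in *med16*Δ, and 146 of them (76.8%) were lower with 3-IAA against 16.2% of all genes (fry, adjusted p = 0.19). The genes called higher and lower in *med16*Δ under TMM scaling had medians of 0.14 (fry, adjusted p = 1.91e-05) and -0.24 (adjusted p = 9.64e-06) in Med16-AID.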

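Across the genes tested, the log2 fold changes of Med16-AID and *med16*Δ had a Pearson r of 0.44 and a Spearman rho of 0.35, where genes are not independent replicates. In the reverse direction, 132 of the 151 genes called higher in Med16-AID (87.4%) were higher in *med16*Δ, with a median log2 fold change of 0.45 there and 0.86 in Med16-AID. Of the 20 genes called lower in Med16-AID, 19 (95.0%) were lower in *med16*Δ, with medians of -1.10 there and -0.81 in Med16-AID. From the similar direction of the changes and their smaller size after depletion, the paper proposes that most changes in *med16*Δ are direct effects, enlarged by the complete and lasting lack of Med16.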

To focus our analysis on genes regulated similarly in both *med16*Δ and Med16-AID cells, we generated a combined list of 1,068 genes significantly altered in either strain and only retained genes whose expression was changed in the same direction in both strains. This resulted in a list of 932 genes (187 downregulated (Med16-down), 745 upregulated (Med16-up)) with consistent changes in nsRNA levels between the two strains (Figs 1F and S1C). 

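The calls in the 2 comparisons covered 609 genes, and 528 of them (86.7%) changed in the same direction in both, against 78.6% of all genes tested. Of these, 377 were Med16-up and 151 were Med16-down genes, and 365 of the former and 148 of the latter are on the paper's lists in S3 Table, none of them on the opposite list. The Med16-up genes had median log2 fold changes of 0.78 in *med16*Δ and 0.52 in Med16-AID. The Med16-down genes had medians of -0.90 and -0.31. The lists were chosen by sign in both comparisons, so these medians describe the choice as well as the response. Under TMM scaling, 438 genes were Med16-up and 582 were Med16-down.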

We then classified Med16-regulated genes according to a recent study of nascent transcription following acute depletion of SAGA and TFIID subunits, which classified genes as coactivator-redundant (CR, dependent on both SAGA and TFIID for maximal expression) or TFIID-dependent [31]. 

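S3 Table gives a class for 131 of the 151 Med16-down genes called here, of which 110 (84.0%, 95% Wilson interval 76.7 to 89.3%) were CR. Of the 377 Med16-up genes, it lists 180 as TFIID-dependent (77.3% of those with a class, interval 71.5 to 82.2%) and 53 as CR. The intervals cover counting error only. The odds ratio was 17.8 (Fisher's exact test, p = 9.73e-31). It was 32.6 with the paper's own lists in place of the lists called here. S3 Table lists 73 of the paper's Med16-up genes as CR and 174 without a class, while the number of genes with a class in the paper's text is near what the table would give with these 2 exchanged. With that exchange, tried after seeing the values, the odds ratio moved most in relative terms, to 7.14, with 57.7% of the Med16-up genes TFIID-dependent, and it was 13.7 on the paper's lists. Of the genes without a class in the table, 82.2% also had no TATA class there, against 21.9% of those listed as CR. S3 Table classifies only the paper's Med16-regulated genes, so the share of each class among all genes was not computed.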

Of the 187 Med16-down genes, 168 were annotated in the prior study, and 139 (82.7%) were classified as CR, while the majority of the Med16-up genes with an annotation (496/671, 73.9%) were TFIID-dependent (Fig 1G). The former observation is consistent with previous work indicating preferential regulation of SAGA-dominated genes by the Mediator tail [6,7,32]. 

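A TATA class was given in S3 Table for 116 of the Med16-down genes, and 64 of them (55.2%, 95% Wilson interval 46.1 to 63.9%) were TATA-containing. Of the 211 Med16-up genes with such a class, 58 (27.5%, interval 21.9 to 33.9%) were TATA-containing, for an odds ratio of 3.25 (Fisher's exact test, p = 1.39e-06).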

Med16-down genes were also enriched for TATA boxes (S1D Fig), consistent with the reported prevalence of TATA elements in CR promoters [31]. We also functionally annotated Med16-regulated genes via KEGG pathway analysis (S1E Fig). Genes upregulated by Med16 deficiency tended to be enriched for pathways related to carbohydrate metabolism, with a few notable exceptions. 

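KEGG's own gene lists were not used here, and 4 sets of genes written by hand before the data were examined were tested in *med16*Δ and Med16-AID with fry, with Benjamini-Hochberg adjustment over the 8 tests. The 49 genes tested of a set for storage carbohydrates, the citrate cycle and sugar metabolism had a median log2 fold change of 0.48 in Med16-AID, where 45 genes were higher and 11 were called higher (adjusted p = 0.142). In *med16*Δ the median was 0.25, with 35 genes higher, 9 of them called higher, and 3 genes called lower (adjusted p = 0.521). The medians of the Med16-AID replicates were 0.80, 0.33 and 0.15. The set passed the threshold in Med16-AID with TMM size factors, with a median of 0.26 (adjusted p = 0.0241). When the replicate number was taken as a block (pairing r across genes -0.017 in *med16*Δ and -0.027 in Med16-AID), none of the 8 tests changed its call, with adjusted p = 0.0343 for respiration in *med16*Δ and adjusted p from 0.0746 to 0.837 for the others.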

One of these is oxidative phosphorylation, components of which were also reported to be upregulated in *med5*Δ yeast [33]. 

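For 40 nuclear genes that encode subunits of the respiratory complexes, the median log2 fold change was 0.86 in *med16*Δ, where all 40 were higher and 35 were called higher (fry, adjusted p = 0.0331). Relative to the median of all genes, the replicates of *med16*Δ rose by 0.65 ± 0.16 (SD, n = 3) on the log2 scale. In Med16-AID the median was 0.27, with 38 genes higher and 2 called higher (fry, adjusted p = 0.345), and relative to all genes the rise was 0.07 ± 0.07 (SD, n = 3). The difference between the 2 comparisons was not tested.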

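The 35 genes of meiosis and spore formation that were tested had a median log2 fold change of 0.24 in *med16*Δ and of 0.35 in Med16-AID. They were higher in 28 and 31 cases, with 5 and 1 called higher, and neither set test passed the threshold (fry, adjusted p = 0.123 in both). Both passed it with TMM size factors, at medians of 0.13 (adjusted p = 3.02e-04) and 0.10 (adjusted p = 0.00492).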

Genes involved in meiosis were also overrepresented among those upregulated, consistent with microarray analysis of transcript levels in a heat-inducible Med16 degron strain [34]. Downregulated genes were also enriched for involvement in metabolism, but with a bias towards amino acid-related metabolic processes.

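Among 67 genes of amino acid biosynthesis, 15 were called lower and 2 higher in *med16*Δ, with a median log2 fold change of -0.08 (fry, adjusted p = 0.365). No gene of the set was called in Med16-AID, where the median was 0.05 (adjusted p = 0.861). Relative to the median of all genes, the replicates of *med16*Δ lay at -0.30 ± 0.14 and those of Med16-AID at -0.14 ± 0.02 on the log2 scale (SD, n = 3 each). After TMM scaling the medians were -0.28 in *med16*Δ (adjusted p = 2.98e-04) and -0.15 in Med16-AID (adjusted p = 0.0228), a change of direction in the latter.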

### The Mediator tail triad remains globally bound to UASs when severed from cMed

Previous studies have shown that, at individual loci, the tail module remains bound in *med16*Δ cells [9,11]. However, it is unclear if this is a general phenomenon or restricted to certain regions. To assess the generality of these observations, we profiled the genome-wide binding of Mediator modules in WT and *med16*Δ cells using chromatin endogenous cleavage and high-throughput sequencing (ChEC-seq), which we previously used to efficiently map Mediator binding to UASs [35–37]. We generated strains bearing MNase-tagged derivatives of the tail (Med2, Med3, Med5, Med15, and Med16 (WT only)), the head subunit Med8, the middle subunit Med9, the kinase subunit Med13, and the scaffold subunit Med14 in the WT and *med16*Δ backgrounds. We noted increases in the levels of Med2 and Med8 and a decrease in the level of Med5 in the *med16*Δ strain (S2A Fig). We also generated a free MNase control strain in which FLAG-tagged MNase is driven by the *MED8* promoter, used in our previous studies of Mediator binding to the genome [36], was integrated at the *ura3* locus. As with Med8-MNase produced from its endogenous locus, we observed increased expression of *pMED8-*driven MNase in the *med16*Δ background (S2A Fig). We then performed three replicate experiments for each factor. Visualization of ChEC-seq data along a representative segment of the yeast genome revealed distinct patterns of Mediator association in the *med16*Δ strain. Tail triad subunit (Med2, Med3, and Med15) occupancy was only slightly decreased, consistent with previous single-locus ChIP studies [9,11] (Fig 2A). Med5 dissociated from the genome in the absence of Med16, consistent with biochemical analyses [33], though a caveat to this result is that we observed decreased Med5 protein levels in the *med16*Δ strain (S4B Fig). Lastly, binding of the cMed subunits (Med8, Med9, and Med14) and the kinase module subunit Med13 was markedly impaired in *med16*Δ. We also note that, consistent with increased free MNase expression and potentially the increased chromatin accessibility of *med16*Δ cells [17,38], higher free MNase signal is present in *med16*Δ datasets.

**Fig 2:**
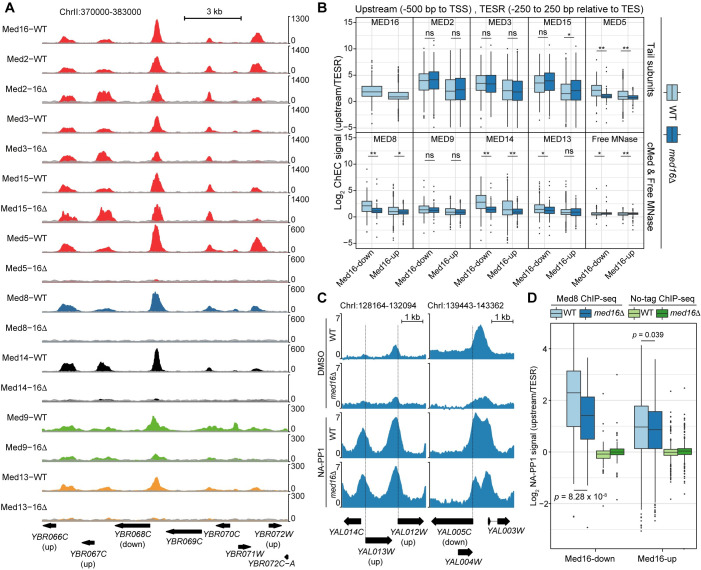
Effects of tail separation on Mediator association with the genome. (A) Tracks of Mediator tail (Med2, Med3, Med5, Med15, Med16), middle (Med9), head (Med8), kinase (Med13), and scaffold (Med14) ChEC-seq signal at a representative region of the yeast genome from WT and *med16*Δ cells. Free MNase signal from the appropriate strain is overlaid (grey) on each track for comparison. (B) Boxplots of log_2_ upstream/TESR Mediator and free MNase ChEC-seq signal from the WT and *med16*Δ strains for Med16-down and Med16-up genes. Statistical differences between groups were assessed by Wilcoxon rank-sum test: ns indicates no significant difference, * indicates *p* < 0.01, and ** indicates *p* < 0.001. (C) Tracks of log_2_ Med8/no-tag ChIP-seq signal from the WT *kin28as* and *med16*Δ *kin28as* strains treated with DMSO or NA-PP1. (D) Boxplots of log_2_ upstream/TESR Med8 and no-tag ChIP-seq signal from the WT *kin28as* and *med16*Δ *kin28as* strains treated with NA-PP1 for Med16-down and Med16-up genes. Statistical differences between groups were assessed by Wilcoxon rank-sum test.

To more systematically assess the effects of *MED16* deletion on Mediator UAS binding, we investigated binding upstream of Med16-down and Med16-up genes. ChEC-seq replicates were highly consistent (S2B–S2C Fig) and were thus averaged for this analysis. As discussed above, the levels of select Mediator subunits, as well as free MNase, are altered in *med16*Δ cells (S2A Fig). The increased free MNase signal in *med16*Δ datasets potentially complicates between-sample comparisons, as ratios between Mediator subunit and free MNase signal may be artificially compressed due to increased negative control signal. We therefore sought a within-sample normalization strategy. We reasoned that, within a single ChEC-seq sample, comparison of Mediator-bound regions (that is, UASs) to non-Mediator-bound regions of accessible chromatin would provide a measure of the specificity of each experiment. To this end, for each gene in the Med16-down and Med16-up clusters, we determined ChEC-seq signal in a 500 bp window upstream of the transcription start site (TSS) and divided it by the signal in a 500 bp window centered on the transcription end site region (TESR) of the same gene, as TESs are nucleosome-depleted [39–41] but would not be expected to be Mediator-occupied. As expected, we observed low enrichment of upstream signal over TES for free MNase at either gene cluster in WT and *med16*Δ cells (Fig 2B). In concordance with single locus results, the tail triad subunits (Med2, Med3, and Med15) showed no significant reduction in upstream/TES enrichment between WT and *med16*Δ for both gene clusters. However, we noted a modest but significant increase in Med15 enrichment upstream of Med16-up genes. cMed subunits (Med8 and Med14) and Med5 showed a significant decrease in their enrichment ratios in *med16*Δ relative to WT (*p* < 0.01 by Wilcoxon rank-sum test) (Fig 2B). On the other hand, Med9 did not show a statistically significant reduction in upstream over TES enrichment in *med16Δ* compared to WT for both gene clusters, possibly due to less efficient cutting resulting in a lower signal-to-noise ratio (Fig 2A–2B). Furthermore, the kinase subunit Med13 showed a significant reduction of upstream over TES enrichment in *med16Δ* compared to WT for cluster 1 genes but not cluster 2, which might again be reflective of reduced cutting efficiency. However, we note that it has previously been reported that nuclear depletion of Med16 has little effect on kinase module occupancy of selected loci [10].

To confirm that a 30 min 3-IAA treatment of Med16-AID cells is sufficient to yield similar effects on Mediator genomic occupancy, we performed ChEC-seq for Med2 (tail), Med14 (scaffold), and Med5 (tail) after DMSO or 3-IAA treatment. The levels of the tagged subunits did not change following Med16 depletion further supporting the specificity of the AID system (S3A Fig). We performed the experiment in biological duplicates for each condition that showed high reproducibility (S3B–S3C Fig). As observed in *med16*Δ cells, Med2 UAS occupancy was only mildly reduced by Med16 depletion. In contrast, Med5 and Med14 UAS occupancy at both Med16-regulated gene clusters was greatly reduced (S3D Fig). Taken together, these data thus show that, on a genome-wide scale, loss of the tail/cMed connection leaves the tail triad associated with UASs while dissociating cMed subunits from these same regions.

### cMed associates with promoters in cells lacking Med16

Our ChEC-seq results indicate that *MED16* depletion results in the dissociation of cMed subunits from UASs. However, this approach does not assay Mediator binding to promoters, likely due to steric occlusion of DNA by the PIC [36], and so it is unclear how cMed/tail dissociation affects promoter association of cMed, which can occur in cells lacking multiple tail subunits [7,8,13]. Analysis of Mediator enrichment at promoters requires inhibition or depletion of the TFIIH kinase subunit Kin28, which results in impaired RNAPII C-terminal domain (CTD) phosphorylation and subsequent trapping of PIC-associated Mediator [42,43]. We therefore generated WT and *med16*Δ cells bearing the *kin28as* (analog-sensitive) allele, which can be reversibly inhibited by the ATP analog NA-PP1, and an HA-tagged Mediator subunit. We tagged Med8 as a representative subunit of cMed, while Med5 was chosen because it dissociates from UASs in *med16*Δ cells and is absent from Mediator purified from *med16*Δ cells [33]. We first visually assessed Med8 binding relative to no-tag control experiments at selected regions of enrichment. Without *kin28as* inhibition, we detected reduction of Med8 signal in the *med16*Δ background, reflecting disconnection of cMed from the tail and consequent loss of UAS association (Fig 2C). With NA-PP1 treatment, we observed a robust increase in Med8 signal, consistent with promoter trapping of cMed, with no or moderate reduction in *med16*Δ (Fig 2C). We next analyzed Med8 and Med5 binding to the promoters of Med16-down and Med16-up genes. Med8 occupancy at Med16-down promoters was significantly reduced in *med16*Δ cells, while there was minimal effect on its binding to Med16-up promoters (Figs 2D and S4A). 

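Of the 377 Med16-up genes called from the nsRNA-seq counts, 258 (68.4%, 95% Wilson interval 63.6 to 72.9%) rose by less than 2-fold in *med16*Δ, with an interquartile range of the log2 fold change from 0.62 to 1.14. In Med16-AID 322 genes (85.4%, interval 81.5 to 88.6%) rose by less than 2-fold, with an interquartile range from 0.32 to 0.83. On the paper's own list, 741 genes were tested and the share in *med16*Δ moved most, to 84.5%.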

We speculate that the lack of a detectable increase in Med8 binding to Med16-up promoters may relate to the fact that the associated genes are, on average, only modestly increased in expression, with 628/744 (84.4%) upregulated by <2-fold. We were unable to detect Med5 enrichment in *med16*Δ cells (S4A Fig). This result is consistent with the biochemical evidence that Med16 is required for Med5 association with cMed [33], but it should be noted that we detected a reduction in Med5 protein levels in the *med16*Δ strain (S4B Fig). One potential explanation for this observation is that Med16 is required for Med5 stability. Indeed, we also observed a reduction of Med5-MNase levels in the *med16*Δ background (S2A Fig); however, up to 45 minutes of 3-IAA treatment of the Med16-AID strain had little impact on Med5-MNase (S3A Fig). In any case, the observed reduction in Med5 levels in *med16*Δ strain indicates that our Med5 ChIP-seq results should be interpreted cautiously. Taken together, these results indicate that recruitment of cMed to the promoters of Med16-down genes is dependent on the cMed/tail connection, while cMed recruitment to Med16-down promoters is not.

### Transcriptional activation following Med16 depletion is tail-dependent

To better understand the mechanism underlying the transcriptional overactivation observed upon separation of cMed and the tail module, we sought to determine its dependence on the remaining tail subunits. We depleted Med15 and Med16 simultaneously, reasoning that loss of Med15, a major point of interaction for transcription factors [44–47], would substantially impair any ability of the independent tail triad to activate transcription. We also depleted Med15 alone to enable comparison of the effects of cMed/tail separation from those of directly impairing tail function. 

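Med15-AID and Med15/16-AID cells were labeled after 3-IAA or DMSO in 3 biological replicates per strain and treatment, with the doses and times used for Med16-AID. These libraries were sequenced in another run than those of Med16-AID, so the run and the strain cannot be told apart where the strains are compared. The counts on genes ranged from 4195973 to 4770466 (median 4538422) with 3-IAA and from 4837891 to 5273262 (median 5262152) with DMSO in Med15-AID. In Med15/16-AID they ranged from 4020558 to 6912702 (median 4486350) and from 4537328 to 5945863 (median 4912697). The 10 most-counted genes of each library took 4.54 to 4.70% of the counts of Med15-AID with DMSO and 2.29 to 2.47% with 3-IAA, and 3.72 to 4.17% and 2.30 to 2.60% in Med15/16-AID. The size factors were recovered from S2 Table as before, on 1493 genes for Med15-AID and 431 for Med15/16-AID, and the 12 libraries were fitted together on 5752 genes. MED15 (YOL051W, chromosome XV, 234940 to 238185) had 1040 ± 172 normalized counts (SD, n = 3) with 3-IAA and 846 ± 51.7 (SD, n = 3) with DMSO in Med15-AID, a log2 fold change of 0.30 (edgeR, adjusted p = 0.00543) that fell to 0.08 with TMM size factors (adjusted p = 0.628). In Med15/16-AID the log2 fold changes were 0.11 for MED15 (adjusted p = 0.375) and 0.15 for MED16 (adjusted p = 0.249), and that of MED15 turned to -0.0037 with TMM size factors.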

We observed robust depletion of targeted factors in the Med15-AID and Med15/16-AID strains after 30 min of 3-IAA treatment (Fig 3A), and so used this time point for 4tU labeling. Biological replicates showed good clustering by PCA (S5A Fig). 

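In these 12 libraries the first principal component held 74.2% of the variance and the second held 14.1%. Between the strains the scaling was again by library totals. The first component parted the strains, with scores from 15.8 to 18.6 in Med15/16-AID and from -20.0 to -14.6 in Med15-AID. The second parted the treatments, with scores from 6.09 to 8.73 for DMSO and from -8.61 to -6.26 for 3-IAA.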

We first assessed the impact of Med15 and Med15/16 depletion on genes dysregulated by Med16 removal. In terms of impact on Med16-down genes, depletion of Med15 alone or Med15/16 resulted in a mild downregulation not significantly different from Med16 removal alone (*p* = 0.89 by pairwise Wilcoxon rank-sum test), though we noted larger interquartile ranges (Figs 3B and S5B). 

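Over the 148 Med16-down genes that were tested in every AID strain, the median log2 fold change was -0.30 in Med16-AID, -0.28 in Med15-AID and -0.38 in Med15/16-AID. Taken per replicate, as each 3-IAA library against the mean of the DMSO libraries, the medians were -0.34 ± 0.22, -0.28 ± 0.03 and -0.40 ± 0.01 (SD, n = 3 each). The differences from Med16-AID were 0.02 for Med15-AID and -0.08 for Med15/16-AID, and neither passed the threshold in fry (adjusted p = 0.898 for both, by the Benjamini-Hochberg method over 8 strain differences). Med15/16-AID differed from Med15-AID by -0.10 (fry, adjusted p = 0.91), with 54.7% of the genes lower. A rank-sum test across genes, which are not independent replicates, gave a Holm-adjusted p of 0.876 for Med15/16-AID against Med16-AID. The interquartile range of the log2 fold changes went from -0.52 to -0.15 in Med16-AID, from -0.88 to 0.03 in Med15-AID and from -0.84 to -0.01 in Med15/16-AID. Under TMM scaling, on the lists that it gives, the difference of Med15/16-AID from Med16-AID changed sides, to 0.16 (fry, adjusted p = 0.279).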

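For the 361 Med16-up genes tested in every AID strain, the median log2 fold change was 0.51 in Med16-AID, 0.35 in Med15-AID and 0.20 in Med15/16-AID. Over the genes tested in each strain, the replicate medians were 0.86, 0.36 and 0.30 in Med16-AID, 0.35, 0.40 and 0.26 in Med15-AID, and 0.22, 0.20 and 0.20 in Med15/16-AID. Med15-AID differed from Med16-AID by -0.16, with 71.7% of the genes lower (fry, adjusted p = 0.491), a difference within the spread of the Med16-AID replicates. The difference of Med15/16-AID from Med16-AID was -0.31, with 85.6% of the genes lower (fry, adjusted p = 0.168), and its difference from Med15-AID was -0.15, with 82.3% lower (fry, adjusted p = 0.856). Every Med15/16-AID replicate lay below every replicate of the other 2 strains (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 allow). Each value takes the mean of its DMSO libraries as fixed, so this test leaves out their spread. Against that mean, the medians of single DMSO libraries went from -0.14 to 0.09 in Med15-AID. They went from -0.13 to 0.17 in Med16-AID and from -0.04 to 0.03 in Med15/16-AID. The rank-sum test across genes gave Holm-adjusted p-values of 2.36e-17, 1.55e-43 and 1.54e-13 for the 3 differences. Under TMM scaling the difference of Med15-AID from Med16-AID passed the threshold, at -0.15 (fry, adjusted p = 2.61e-07), as did that of Med15/16-AID, at -0.19 (adjusted p = 4.87e-08), while that between Med15/16-AID and Med15-AID was -0.04 (adjusted p = 0.224). With a replicate block (pairing r across genes -0.027 in Med16-AID and 0.024 in Med15/16-AID) the difference of Med15/16-AID from Med16-AID was -0.30 (fry, adjusted p = 0.0281) and the other 2 did not pass.

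**Figure D2:**
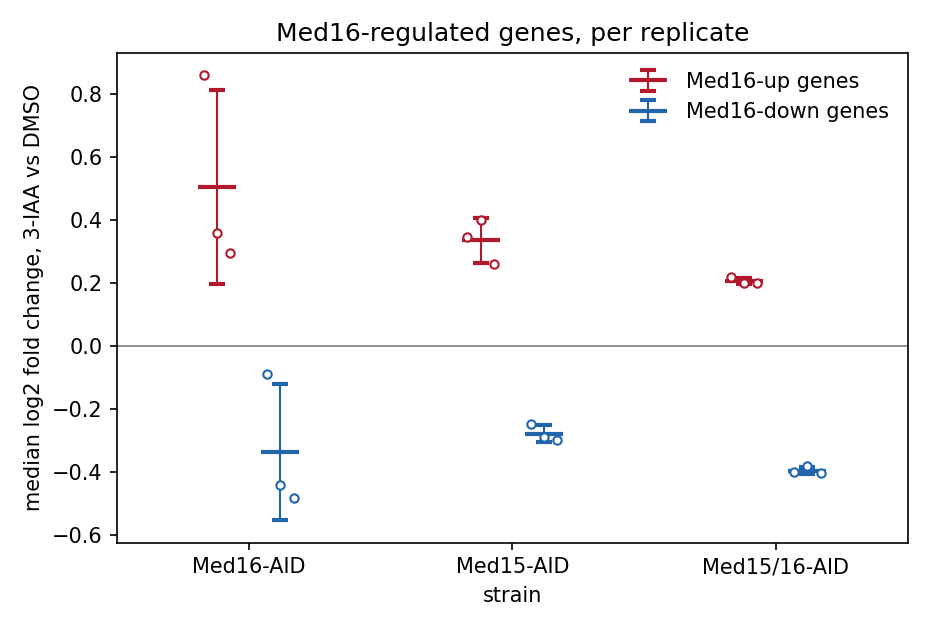
Median log2 fold change (3-IAA against DMSO) of the Med16-up and Med16-down genes in 3 AID strains. Circles are replicates and lines with bars are the mean ± SD; for Med16-up genes the Med16-AID replicates range from 0.30 to 0.86 and the Med15/16-AID replicates lie at 0.22, 0.20 and 0.20.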

Interestingly, Med16-up genes were also upregulated by degradation of Med15 on average, though to a significantly lesser extent, and concurrent removal of Med15 and Med16 significantly reduced the upregulation observed in both the Med15-AID and Med16-AID strains (*p* < 2.2 x 10^−16^ by pairwise Wilcoxon rank-sum test for all upregulated gene comparisons) (Figs 3B and S5B). We conclude that the transcriptional overactivation mediated by cMed/tail separation is at least partially dependent on the independent tail triad, which remains associated with the genome in the absence of Med16. Furthermore, removal of Med15 alone is sufficient to moderately increase transcription of some genes.

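In Med15-AID, 2978 of the 5752 genes tested had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with 2688 higher and 290 lower. The median log2 fold change of all genes was 0.22, and after TMM scaling 306 genes were higher and 654 lower. A replicate block gave 3561 genes higher and 328 lower (pairing r 0.082 across genes and 0.819 in the uniform shifts, n = 3 pairs). RRT12 (YCR045C) and ECM11 (YDR446W) rose most, by 1.92 and 1.91 on the log2 scale, each from DMSO libraries with at most 4.67 and 4.17 normalized counts. The value of RRT12 ranged from 1.65 to 2.69 with each library left out in turn. FLR1 fell from 9780 ± 752 to 2830 ± 80.8 normalized counts (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.10, adjusted p = 1.99e-68), and AHP1 (YLR109W) had a log2 fold change of -1.74. From the lesser rise of the Med16-up genes when Med15 was removed along with Med16, the paper concludes that the overactivation depends at least in part on the independent tail triad. From the average rise of these genes in Med15-AID, it concludes that removal of Med15 alone raises the transcription of some genes.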

**Fig 3:**
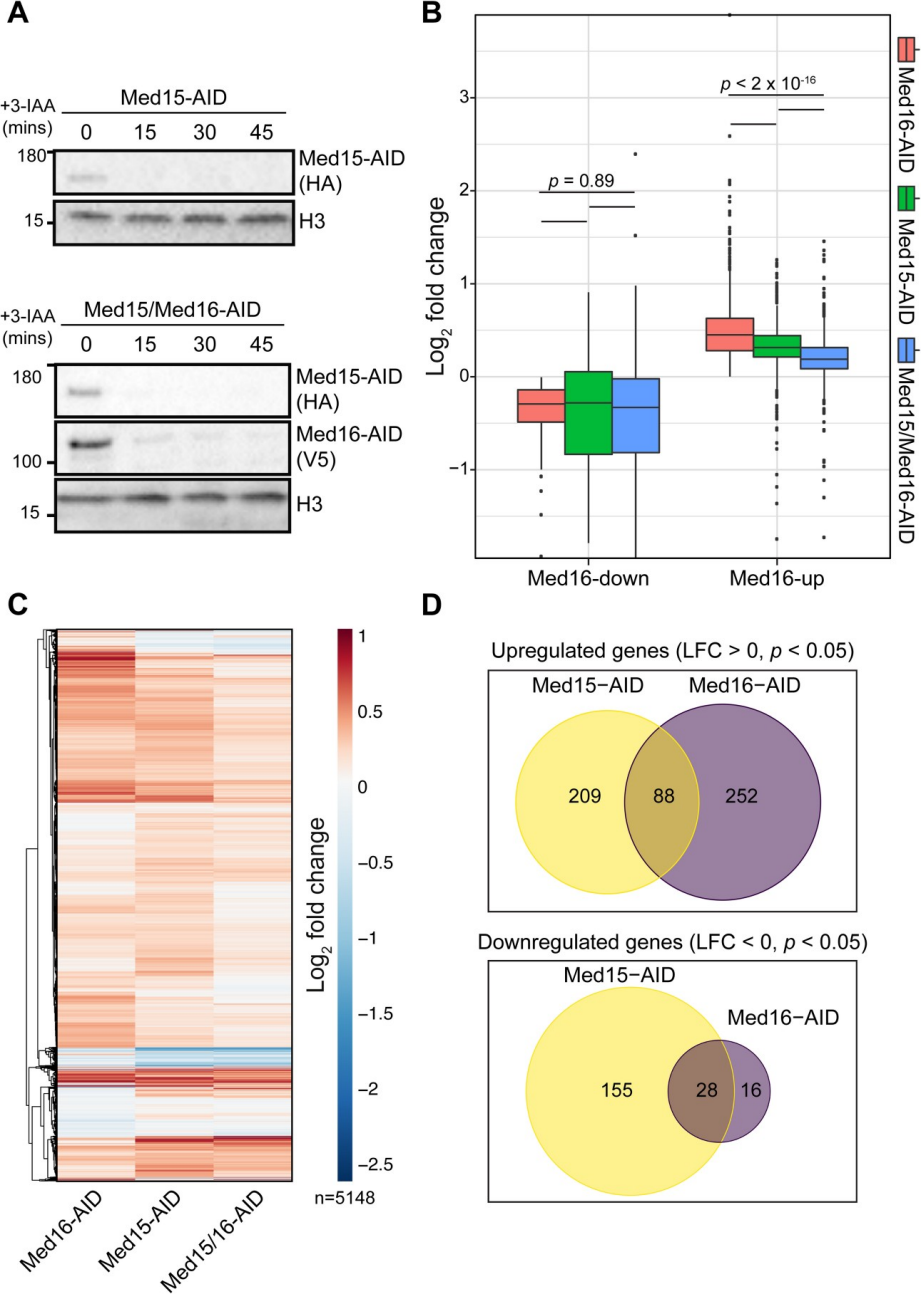
Transcription overactivation by Med16 removal is partially dependent on the tail triad. (A) Western blots showing the kinetics of Med15-AID and Med16-AID depletion upon 3-IAA treatment of single or double-degron cells. (B) Boxplots of log_2_ fold changes in nsRNA levels of transcripts produced from Med16-AID downregulated and upregulated genes for the Med15-AID, Med15/16-AID, and Med16-AID 3-IAA versus DMSO comparisons. Statistical differences between groups were assessed by pairwise Wilcoxon rank-sum test with Holm correction for multiple testing. (C) Hierarchically clustered heatmap of log_2_ fold changes in nsRNA levels of transcripts produced from 5,148 genes encoding verified ORFs for the Med15-AID, Med15/16-AID, and Med16-AID 3-IAA versus DMSO comparisons. (D) Venn diagrams of overlap between genes significantly upregulated or downregulated in the Med15-AID and Med16-AID strains.

We next compared global transcriptional changes in the Med15-AID, Med16-AID, and Med15/16-AID strains in order to compare the effects of cMed/tail separation and removal of a tail subunit. We plotted fold changes for 5,148 genes encoding verified ORFs as a hierarchically clustered heatmap (Fig 3C). 

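Across the genes tested in both comparisons, the log2 fold changes of Med16-AID and Med15-AID had a Pearson r of 0.45 and a Spearman rho of 0.45, and 85.7% of the genes changed in the same direction. For Med16-AID and Med15/16-AID, r was 0.40, rho was 0.35 and the share was 81.9%. For Med15-AID and Med15/16-AID, r was 0.77, rho was 0.66 and the share was 89.3%, and here a filter of at least 10 counts in every sample moved r most, to 0.83. Under TMM scaling, which takes out the uniform shift given by the spike-in factors, the shares were 64.9, 61.2 and 73.4% in the same order. All of these are values across genes, which are not independent replicates. Pairs of single replicates, one from each strain, gave r from 0.26 to 0.48 for Med16-AID and Med15-AID and from 0.58 to 0.68 for Med15-AID and Med15/16-AID. The last pair of strains shared a sequencing run, and the run cannot be told apart from the strain in the other pairs. The genes were used without the restriction to verified ORFs.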

Here, we observed relatively similar patterns of transcriptional alterations between Med16-AID and Med15-AID, though we noted some small distinct clusters. Consistent with this, there was notable divergence in the genes significantly dysregulated by Med16 and Med15 depletion (Fig 3D). 

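Of the 151 genes called higher in Med16-AID, 105 were also called higher in Med15-AID (69.5%), where 70.2 would be shared by chance (Fisher's exact test across genes, p = 5.7e-09). Another 39 were not called in Med15-AID and 7 were called lower there. Of the 20 genes called lower in Med16-AID, 14 were called lower in Med15-AID, against 1.0 by chance (Fisher's exact test, p = 1.69e-14), 5 were not called and 1 was called higher. The list of Med15-AID was larger, and of its 2688 genes called higher 3.9% were called higher in Med16-AID. After TMM scaling the shared genes moved most among those called lower, to 255, and 63 (27.0%) of those then called higher in Med16-AID were shared.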

From these analyses, we conclude that the transcriptional consequences of severing the tail from cMed are not necessarily equivalent to those of directly compromising tail function by depleting an activator-interacting subunit.

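In Med15/16-AID, 1030 of the genes tested had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 708 higher and 322 lower, with a median log2 fold change of all genes of 0.12. After TMM scaling, 301 were higher and 538 lower, and with a replicate block 1342 were higher and 376 lower (pairing r 0.024 across genes and 0.717 in the uniform shifts, n = 3 pairs). ECM11 rose by 2.40 on the log2 scale, and SPL2 was at least 1.76-fold higher against the floor of 3 counts (adjusted p = 0.0334), a call that was lost with TMM size factors (adjusted p = 0.101) and with the DESeq2 Wald test (adjusted p = 0.08). FLR1 and DSE2 (YHR143W) had log2 fold changes of -1.95 and -1.76. Of the genes called higher in Med15-AID, 580 were also called higher in Med15/16-AID, 4 were called lower and 2104 were not called, and of those called lower, 241 were called lower in both. Of the genes called higher in Med16-AID, 52 were called higher in Med15/16-AID and 92 were not called.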

Lastly, we examined the impact of Med15, Med16, and Med15/16 depletion on the expression of CR and TFIID-dependent genes. Notably, Med16 removal did not downregulate CR genes on average (S5C Fig), suggesting that there is instead a subset of such genes particularly sensitive to cMed/tail separation. Med15 removal resulted in a slight overall downregulation of CR genes, while co-depletion of Med15 and Med16 downregulated CR genes to a moderately greater extent than either single degron. Depletion of either Med16 or Med15 led to a modest overall upregulation of TFIID-dependent genes, which was partially suppressed by their co-depletion (S5C Fig).

### Impaired TBP redistribution dampens the transcriptional effects of Med16 removal

A primary function of Mediator is to promote formation of the PIC [42,48,49]. Based on our data to this point, we speculate that the downregulation of Med16-down genes is due to reduced activator-dependent recruitment, reflected by lower promoter occupancy of cMed (Fig 2C), and a consequent attenuation of PIC formation. As removal of Med15 in the context of Med16 depletion partially rescues the enhanced transcription of Med16-up genes, we surmise that the independent tail plays a role in promoting PIC formation through a means other than cMed recruitment, as tail separation has no apparent impact on the association of cMed with these promoters (Fig 2D). To test the idea that alterations in PIC formation might underlie the transcriptional changes caused by Med16 loss, we sought a means by which to shift the balance of PIC assembly back toward a wild-type state. For this, we considered depletion of Mot1, a SWI/SNF-family ATPase that removes TBP from intrinsically favorable binding sites [50–53]. Med16-down gene promoters are enriched for TATA boxes (S1B Fig), which are high-affinity TBP binding sites; thus, restricting TBP removal from these promoters might help restore PIC formation in the context of reduced cMed association, while making less TBP available for transcription of Med16-up genes, enriched in TFIID-dependent genes. Both Mot1 and Med16 were efficiently depleted with a 30 min 3-IAA treatment (Fig 4A) and so we chose this time point for RNA labeling. As in previous experiments, Med16/Mot1-AID nsRNA-seq was performed in triplicate (S6A Fig). 

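The Mot1/Med16-AID libraries came from cells treated for the same times with the same doses, and the counts on genes ranged from 4240429 to 4719214 (median 4643464) with 3-IAA and from 4544880 to 5084128 (median 4883283) with DMSO. Spike-in size factors for these 6 libraries were not at hand, so they were fitted alone with TMM size factors, which set the typical gene to no change. MOT1 (YPL082C, chromosome XVI, 398480 to 404083) had 1190 ± 155 CPM (SD, n = 3) with 3-IAA and 723 ± 48.3 (SD, n = 3) with DMSO, and a log2 fold change of 0.66 (edgeR, adjusted p = 1.43e-04). MED16 changed by 0.19 (adjusted p = 0.123). On the first principal component, with 66.7% of the variance, the DMSO libraries lay between 8.51 and 9.22 and the 3-IAA libraries between -10.4 and -8.08.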

As we hypothesized, Mot1 removal both increased the transcription of Med16-down genes (*p* = 4.84 x 10^−11^ by Wilcoxon rank-sum test) and decreased the transcription of Med16-up genes (*p* < 2.2 x 10^−16^ by Wilcoxon rank-sum test) (Fig 4B). These observations support the idea that some degree of alteration in PIC formation underlies the transcriptional dysregulation associated with absence of Med16. 

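Over the genes tested in every AID strain, the Med16-down genes had a median log2 fold change of -0.31 in Mot1/Med16-AID, a difference of -0.01 from Med16-AID (fry, adjusted p = 0.898 over 8 strain differences), with 44.6% of the genes lower. The Med16-up genes had a median of 0.04, a difference of -0.47 from Med16-AID, with 83.1% of the genes lower (fry, adjusted p = 0.0992). The replicate medians of Mot1/Med16-AID were -0.29 ± 0.09 for Med16-down and 0.05 ± 0.01 for Med16-up genes (SD, n = 3 each). All of its Med16-up medians lay below those of Med16-AID (exact permutation test, two-sided, p = 0.1, the smallest possible), while its Med16-down medians overlapped them (exact permutation test, p = 0.8). These permutation tests, too, leave out the spread of the DMSO libraries. The rank-sum test across genes, which are not independent replicates, gave p = 0.534 for Med16-down (n = 148 genes) and p = 5.65e-56 for Med16-up genes (n = 361 genes). Med16-AID was scaled by the spike-in and Mot1/Med16-AID was not, and the strains were sequenced in different runs. Under TMM scaling of both strains, on the lists that it gives, the difference for Med16-down genes went from -0.01 to 0.18 (fry, adjusted p = 5.6e-04). That for Med16-up genes was -0.21 (adjusted p = 7e-08). With a replicate block (pairing r across genes -0.027 in Med16-AID and -0.219 in Mot1/Med16-AID) the differences were 0.002 for Med16-down (fry, adjusted p = 0.793) and -0.46 for Med16-up genes (adjusted p = 0.0131).

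**Figure D3:**
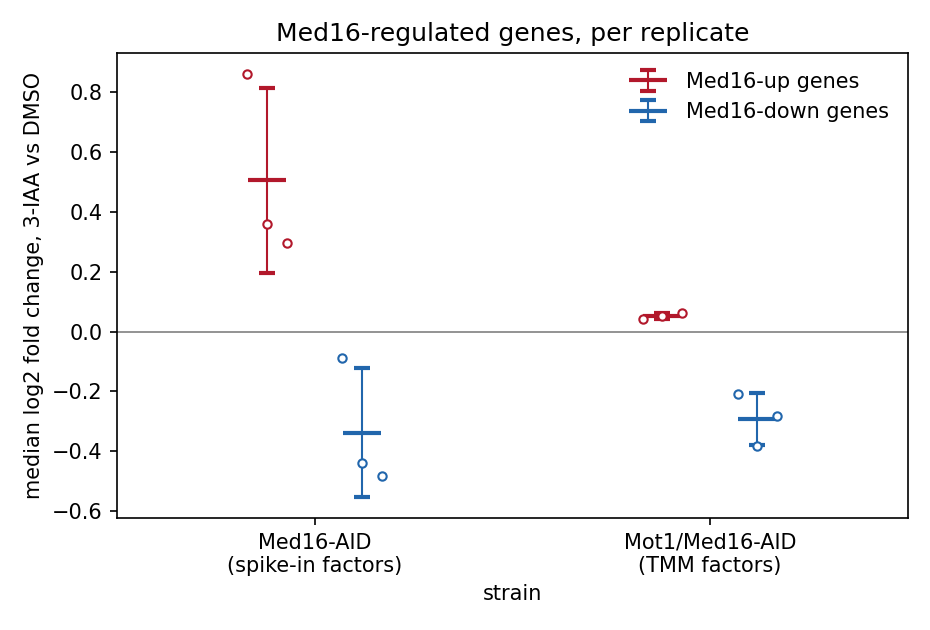
Median log2 fold change (3-IAA against DMSO) of the Med16-up and Med16-down genes in Med16-AID, with spike-in size factors, and in Mot1/Med16-AID, with TMM size factors. Circles are replicates and lines with bars are the mean ± SD; the Med16-up replicates of Mot1/Med16-AID lie at 0.04, 0.05 and 0.06.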

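The gap between the Med16-up and the Med16-down median does not depend on the size factors, since a factor shifts both lists by the same amount. It was 0.84 ± 0.09 (SD, n = 3 replicates) in Med16-AID and 0.35 ± 0.09 (SD, n = 3) in Mot1/Med16-AID, and every replicate of the latter was below every replicate of the former (exact permutation test, two-sided, p = 0.1). The lists were chosen by sign in Med16-AID, and for the genes called in *med16*Δ alone the gap was 0.61 ± 0.09 and 0.38 ± 0.09 (SD, n = 3 each; exact permutation test, p = 0.1). Strains that keep Mot1 also had smaller gaps than Med16-AID, at 0.62 ± 0.07 in Med15-AID and 0.60 ± 0.02 in Med15/16-AID (SD, n = 3 each; exact permutation test, p = 0.1 for each). For the genes called in *med16*Δ these were 0.46 ± 0.05 and 0.45 ± 0.03, and their replicates overlapped those of Mot1/Med16-AID. A smaller gap is thus not particular to Mot1 removal. From the opposite effects of Mot1 removal on the 2 lists, the paper reasons that altered PIC formation underlies, at least in part, the changes seen without Med16.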

On the whole-transcriptome level, we observed several gene clusters for which removal of Mot1 reversed the change in expression caused by Med16 depletion alone (S6B Fig). 

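Across 5617 genes, which are not independent replicates, the log2 fold changes of Mot1/Med16-AID and Med16-AID had a Pearson r of 0.12 and a Spearman rho of 0.07, and 52.2% of the genes changed in the same direction. The share was also 52.2% with TMM size factors in both strains. In Mot1/Med16-AID, 1932 of 5657 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with 979 higher and 953 lower, and 1428 with a replicate block (723 higher and 705 lower; pairing r -0.219). The largest rises were in FLO11, at 2.28 on the log2 scale, and YBR134W, at 2.27, and the largest falls in MIM2 (YLR099W-A, -1.70) and RSB1 (YOR049C, -1.59). The value of MIM2 ranged from -2.40 to -1.28 with each library left out in turn.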

We also noted clusters in which Mot1 removal attenuated or enhanced the transcriptional upregulation induced by Med16 loss.

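Of the 151 genes called higher in Med16-AID, 25 were called higher, 37 lower and 89 not at all in Mot1/Med16-AID. Of the 20 genes called lower in Med16-AID, 14 were also called lower and 1 was called higher. Under TMM scaling of both strains, 40 of the genes called higher in Med16-AID were called higher and 49 lower in Mot1/Med16-AID, and of those called lower, 152 were called lower and 31 higher.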

**Fig 4:**
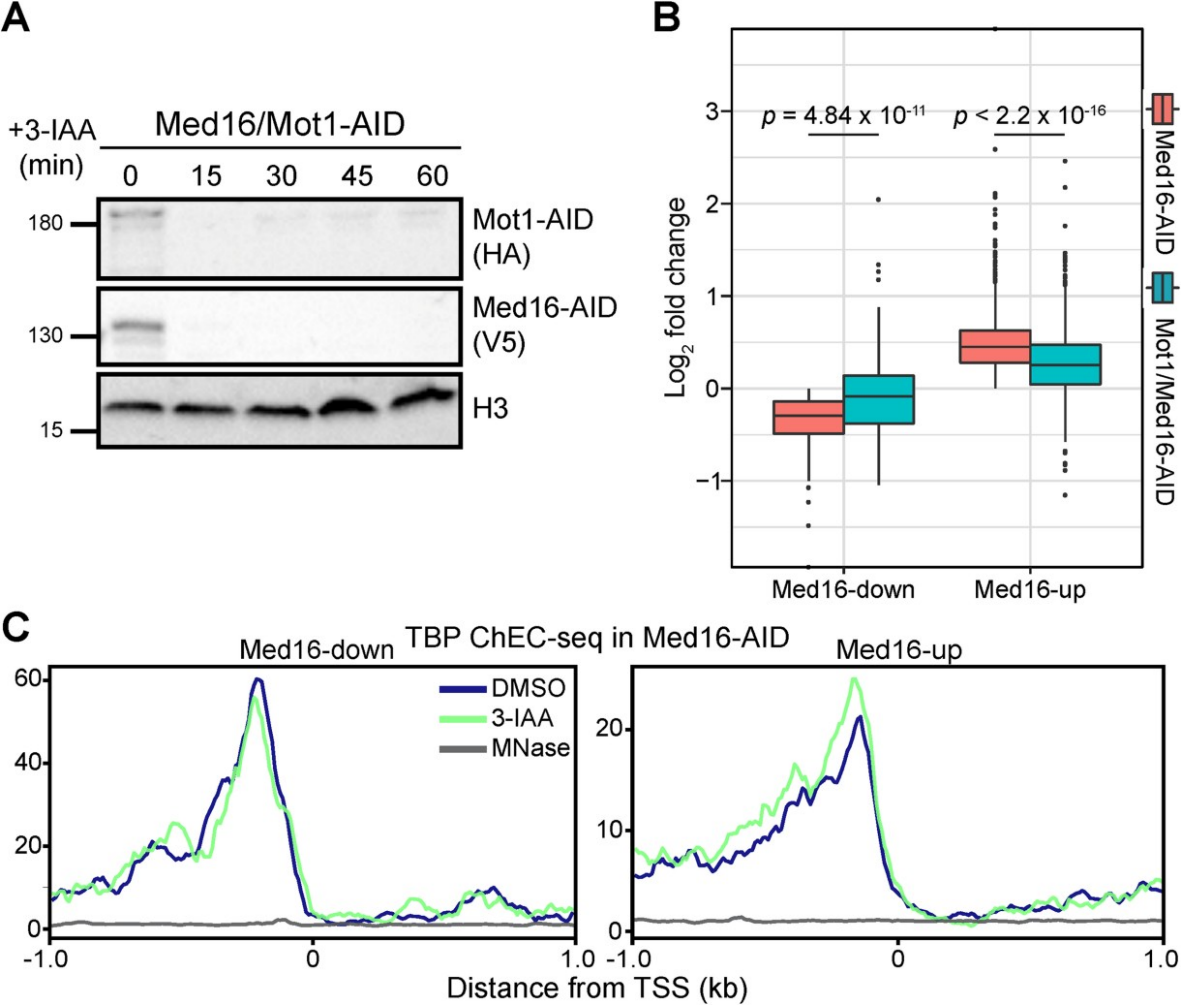
Mot1 removal partially restores wild-type transcription in Med16-AID cells. (A) Western blots showing the kinetics of Mot1-AID and Med16-AID upon 3-IAA treatment of double-degron cells. (B) Boxplots of log_2_ fold changes in nsRNA levels of transcripts produced from Med16-down and Med16-up genes for the Med16-AID and Mot1/Med16-AID 3-IAA versus DMSO comparisons. Statistical differences between groups were assessed by pairwise Wilcoxon rank-sum test with Holm correction for multiple testing. (C) Average plots of TBP ChEC-seq signal (≤80 bp fragments) from Med16-AID cells treated with 3-IAA or DMSO and free MNase from WT cells (MNase) in a 2 kb window centered around the TSSs of Med16-down and Med16-up genes.

To complement our analysis of transcriptional changes following combined Mot1/Med16 removal, we assessed binding of TBP after Med16 depletion using ChEC-seq. To enhance the sensitivity of the assay for potentially small changes, we used a modified protocol that employs a lower calcium concentration to limit background cleavage [31]. Auxin-induced degradation of Med16 did not affect the levels of TBP for up to 1 hour following 3-IAA treatment (S7A Fig). On average, we were unable to detect a change in normalized TBP occupancy at regions upstream of TSSs of both Med16-down and Med16-up genes (S7B Fig). However, at the single locus level, we were able to detect some changes in TBP occupancy at genes dysregulated by Med16 depletion (S7C Fig). We suspected that our inability to detect an overall change in TBP occupancy upstream of Med16-AID-sensitive genes might be due to multiple non-mutually exclusive reasons: first, the magnitude of change in occupancy for many genes might be below the detection threshold of ChEC-seq, considering the relatively modest magnitude of most transcriptional changes detected by nsRNA-seq; second, the overlap between the upstream regions of Med16-dysregulated genes and unchanged genes could mask changes in TBP occupancy. We reasoned that, if the issue is the sensitivity threshold, we should be able to detect changes in TBP occupancy upstream of genes that are highly sensitive to Med16 depletion. Therefore, we limited our analysis to Med16-up and Med16-down genes that are most sensitive to Med16-AID (50%, 25%, and 10% top and bottom genes by Med16-AID nsRNA fold change) (S7D Fig). Despite this, we were not able to detect a significant change in normalized TBP occupancy upstream of highly sensitive Med16-down or Med16-up genes (S7D Fig). To address the issue of possible masking of TBP occupancy changes by interference from neighboring upstream regions, we limited our analysis to fragments up to 80 bp in size, reasoning that such small fragments should most probably be generated by a single TBP binding event. We thus assessed the distribution of ≤80 bp fragments in a 2 kb window centered on the TSSs of Med16-up and Med16-down genes. Through this analysis, we were able to detect modest alterations in TBP occupancy, with binding reduced upstream of Med16-down genes and binding increased upstream of Med16-up genes (Figs 4C and S7E–S7F).

## Discussion

In this study, we confirm that Med16 depletion severs Mediator into separate cMed and tail subcomplexes and that these subcomplexes bind independently to regulatory sequences. Transcriptional downregulation in the absence of Med16 is likely to depend in part on reduced cMed recruitment and a concomitant attenuation of PIC formation, while transcriptional upregulation upon loss of Med16 appears to depend on the separated tail module and enhanced PIC formation. Increased gene expression in the absence of Med16 was previously reported [6,21,22], but the use of knockout strains and measurement of steady-state transcript levels potentially obscured the direct transcriptional effects of Med16 deficiency. We addressed these issues through a combination of acute depletion and quantification of spike-in normalized nsRNA. Our data show concordance in gene sets dysregulated by Med16 deletion and depletion, suggesting that the transcriptional effects of *MED16* deletion are mainly direct.

Activator-dependent recruitment of Mediator relies on the interaction of the tail module with activators for recruitment to UASs [7,8,13] and appears to predominate at genes regulated by SAGA (i.e., CR genes), based on the preferential impact of tail subunit deletions on the transcript levels [6], RNAPII occupancy [7,32], and TFIIB promoter occupancy [8] of SAGA-dominated genes. When cMed is disconnected from the tail by Med16 deletion or depletion, its recruitment to CR genes is compromised. Given that Mot1 removal significantly restores the transcription of genes downregulated by Med16 loss, we surmise that this reduced cMed recruitment reduces PIC formation. In this view, removal of Mot1 results in persistent TBP association with TATA boxes, which are enriched in Med16-down promoters (and CR gene promoters as a whole [31]), thus partially bypassing the requirement for full cMed recruitment in PIC formation.

At genes upregulated by cMed/tail separation, the situation is less clear. At these genes, the absence of Med16 has little effect on cMed promoter association, consistent with activator-independent recruitment via interactions with the PIC [7]. Previous studies indicated that transcriptional overactivation of selected genes in *med16*Δ cells could be suppressed by removal of Med15, a major activating-binding subunit of the tail module [20,24]. We now show that removal of Med15 strongly suppresses the global overactivation observed with depletion of Med16, indicating a role of the independent tail triad in this overactivation and generalizing the previous single-locus results. It has previously been speculated that the independent tail triad can promote PIC formation [9,11,12]. Indeed, our finding that Mot1 removal strongly suppresses Med16-depletion-dependent transcriptional overactivation suggests some involvement of increased PIC formation in this tail triad-dependent process. Consistent with this, we detected a moderate overall increase in TBP binding to the promoters of genes upregulated by Med16 depletion. How might the independent tail promote PIC assembly and/or stability? Physical interactions between Med15 and TFIIE have been reported *in vivo* and *in vitro* [54–56], and so the independent tail could conceivably stabilize the PIC formed at overactivated genes, potentially in concert with cMed. This upregulation could also involve the SWI/SNF chromatin remodeling complex: *MED15* deletion abrogates the enhanced *HO* promoter binding of its catalytic subunit induced by *MED16* deletion, and deletion of Swi2/Snf2 attenuates *MED16* deletion-induced *HO* reporter expression [20].

Our observation that cMed/tail separation results in the downregulation of a relatively small number of primarily CR genes and moderate but pervasive upregulation of TFIID-dependent genes suggests that tailed Mediator plays an important role in balancing the transcriptional output of these different gene classes. In this view, activator-dependent recruitment of Mediator to CR genes via tail module interactions serves to not only promote the expression of these genes but also to restrict the expression of TFIID-dependent genes, where the activator-independent pathway of Mediator recruitment predominates. From a broader perspective, our results may indicate that gene-specific coactivator functions are important not only for appropriate expression of their direct target genes but also for restricting the expression of other large gene sets, thus helping to enforce transcriptional balance.

## Materials and methods

### Yeast methods

Mediator subunits were tagged with 3xFLAG-MNase using pGZ109 (HIS3MX6 marker) [57] or 3xHA using pFA6a-3HA-TRP1 [58]. *MED16* was deleted from the *kin28as* strain SHY483 by replacement with the hygromycin resistance cassette from pAG32 [59]. *kin28as* strains were subsequently transformed with the Kin28-expressing plasmid pSH579 (kindly provided by Steven Hahn) to increase Kin28 protein levels as described and grown in SC-ura to maintain the plasmid. AID strains were constructed in strain SBY13674 (W303 expressing *pGPD1-OsTIR1-LEU2*, kindly provided by Sue Biggins). Med16 was tagged with 3xV5-IAA7 using pL260/pSB2065 (kanMX6 marker) [60] while Med15 and Mot1 were tagged with 3xHA-IAA7 (HIS3MX6 marker) using pGZ360. Strain genotypes are provided in S1 Table.

### ChEC-seq

Mediator ChEC-seq was performed as previously described with a 1 minute calcium treatment [37]. One replicate each of Med3, Med8, and Med14 ChEC-seq in WT cells were previously published [37] (GSE112721) and reanalyzed here. TBP ChEC-seq was performed with a modified protocol as previously described with minor modifications [31]. Briefly, for each replicate a 50 mL culture was grown to mid-log phase in YPD at 30°C. The culture was split into two equal fractions, then one was treated with 3-IAA to a final concentration of 0.5 mM and the other was treated with an equivalent volume of the vehicle (DMSO). Cells were spun down (3000 x *g* for 1 minute) and washed three times with Buffer A supplemented with either 0.5 mM 3-IAA or DMSO. Cell pellets were resuspended in Buffer A, permeabilized with digitonin and then CaCl_2_ was added to the cell suspension to a final concentration of ~0.2 mM, and the suspension was incubated at 30°C for 5 min. Following calcium treatment, 100 μL of the cell suspension was transferred to a tube containing 100 μL of Stop buffer and an amount of MNase-digested *Drosophila melanogaster* spike-in DNA proportional to the optical density of the culture at 600 nm as previously described [31]. The remainder of the protocol was completed as described for all the other ChEC experiments. ChEC-seq libraries were prepared by the Indiana University Center for Genomics and Bioinformatics (CGB) using the NEBNext Ultra II DNA Library Prep Kit for Illumina. Libraries were sequenced for 38 or 75 cycles in paired-end mode on the Illumina NextSeq 500 platform at the CGB.

### nsRNA-seq

nsRNA-seq was performed as previously described with minor modifications [31]. Briefly, 15 mL cultures were treated with either 3-IAA (final concentration of 0.5 mM) or DMSO for 30 min at 30°C. Following treatment, cultures were labelled for 6 min at 30°C with 4tU (final concentration of 5 mM). A spike-in of separately labeled *S*. *pombe* culture was then added to a final ratio of 1:4 (*S*. *pombe* to budding yeast) based on the optical density of the cultures at 600 nm. Total RNA was extracted using the Masterpure Yeast RNA extraction kit (Lucigen MPY03100) as per the manufacturer’s protocol, and subsequent biotinylation, pulldown, and purification were done as previously described [31]. rRNA was depleted from the purified nsRNA fraction using Terminator 5′-Phosphate-Dependent Exonuclease (Lucigen TER51020) as per the manufacturer’s protocol. rRNA-depleted nascent RNA was purified and concentrated using RNAClean XP clean beads (1.8:1 beads:sample ratio). RNA-seq libraries were prepared by the CGB using the TruSeq Stranded Total RNA kit for Illumina. Libraries were sequenced at the CGB as described above.

### X-ChIP-seq

ChIP experiments were performed in duplicate as previously described with minor modifications [8]. Briefly, ATP analog-sensitive *kin28as* strains were pre-cultured in yeast nitrogen base (YNB) medium lacking uracil before inoculation in YPD medium. Cultures were treated with 6 μM 1-Naphthyl PP1 (NA-PP1; Tocris Bioscience) or DMSO for 15 min at 30°C prior to crosslinking. For each ChIP, 3 μg of mouse monoclonal anti-HA antibody (Santa Cruz Biotechnology, sc-7392) were coupled to Dynabeads coated with pan-mouse IgG antibodies (Thermo Fisher Scientific, 11042). ChIP-seq libraries were prepared as described [61] and sequenced for 50 cycles in paired-end mode on the Illumina HiSeq 4000 platform at the McGill University and Génome Québec Innovation Centre.

### Data analysis

#### nsRNA-seq

Paired-end reads were mapped to the sacCer3 (budding yeast) and ASM294 (fission yeast) genomes using STAR (2.6.1a) [62]. Read counts per gene were determined using the “—quantMode GeneCounts” option of STAR. Spike-in normalization and differential expression analysis were performed in R using the DESeq2 package [63]. For spike-in normalization, *S*. *pombe* read counts were used to determine library size factors using the estimateSizeFactors function in DESeq2. The estimated size factors from *S*. *pombe* were then used as the size factors for the corresponding *S*. *cerevisiae* samples prior to differential expression analysis. Results from all DESeq2 comparisons are provided in S2 Table and an annotated list of Med16-regulated genes is provided in S3 Table. Heatmaps were generated using the R pheatmap package. The list of verified ORFs was obtained from YeastMine (https://yeastmine.yeastgenome.org/yeastmine/bagDetails.do?scope=all&bagName=Verified_ORFs).

#### ChEC-seq

paired-end reads were mapped to the sacCer3 genome build using Bowtie2 (version 2.3.2) [64] with the default settings in addition to “—no-unal—dovetail–no-discordant—no-mixed.” SAM files generated by Bowtie2 were used to create tag directories with HOMER [65] without duplicate removal. BedGraph files were generated with HOMER *makeUCSCfile*, normalizing to a total of 1 million reads. Bigwig files were made using the “bedGraphToBigWig” program [66]. Bigwigs were visualized with the Gviz Bioconductor package [67]. Heatmaps were made using deepTools (v3.4.1) [68] *computeMatrix* and *plotHeatmap* with a bin size of 10 bp in a 2 kb region centered around the TSSs of genes dysregulated by Med16 deletion or depletion. The inputs for the heatmaps were bigwig files of pooled biological replicates. For correlation analysis, total normalized ChEC-seq signal in 2 kb windows centered on the TSSs of all genes in the sacCer3 annotation (6672 genes) was determined using HOMER *annotatepeaks*.*pl*. Spearman correlation plots were created using the corrplot R package. For boxplots of all ChEC-seq experiments performed in the WT and *med16*Δ strains, we determined normalized counts in the upstream region (defined as 500 bp upstream of the annotated TSS) and the TES region (TESR, defined as the 500 bp centered on the annotated TES) and divided upstream by TESR counts to determine fold enrichment. This normalization was performed due to increased free MNase expression and potentially increased chromatin accessibility of the *med16*Δ strain relative to WT [17,38]. TSS and TES coordinates are from the UCSC sacCer3 annotation in HOMER. The spike-in-normalized tracks were prepared with deepTools *bamCoverage* and using scale factors calculated as described previously [31]. TBP ChEC-seq average plots for fragments ≤80 bp were prepared using *bamCoverage* with the options ‘—ignoreDuplicates—maxFragmentLength 80—normalizeUsing CPM’ using BAM files for each biological replicates and a merged BAM file of all the biological replicates from each condition.

#### ChIP-seq

Reads were aligned as described for ChEC-seq. BAM files, with duplicates removed, were made using SAMtools (v1.9) [69]. Bigwig files were generated from BAM files with deepTools *bamCoverage* using either SES normalization with the corresponding no-tag control sample as input or CPM normalization, both at a bin size of 10 bp. Gene tracks were prepared as described for ChEC-seq using SES-normalized bigwigs as input. For boxplots, upstream/TESR normalization was performed as described above.

## Supporting information

S1 Fig (A) Spot assays assessing growth of parental, Med14-AID, and Med16-AID strains on YPD plates containing DMSO or 500 μM 3-IAA at 30°C. (B) PCA plot of replicate nsRNA-seq experiments performed in WT and *med16*Δ cells and Med16-AID cells treated with DMSO or 3-IAA. (C) Scatterplot of log_2_(fold changes) for Med16-regulated genes in WT and *med16*Δ cells and Med16-AID cells treated with DMSO or 3-IAA with kernel density estimates. (D) Sequence logos of the *de novo* motifs discovered in the promoters (-400 to +100 bp relative to TSS) of genes in Med16R clusters. (E) Dot plot of KEGG pathways enriched in Med16-up and Med16-down genes.
(TIF) Click here for additional data file.

S2 Fig (A) Western blots for 3xFLAG-MNase-tagged Mediator subunits in the WT and *med16*Δ strains. (B) Correlation matrices of tail triad subunit ChEC-seq replicate signal from the WT and *med16*Δ strains (-1 kb to +1 kb relative to the TSSs of all genes). (C) Correlation matrices of cMed, kinase, and Med5 ChEC-seq replicates from the WT and *med16*Δ strains (-1Kb to +1Kb relative to TSS of all genes).
(TIF) Click here for additional data file.

S3 Fig (A) Western blots for 3xFLAG-MNase tagged Mediator subunits after treatment of Med16-AID cells with 3-IAA. (B-C) Correlation matrices of ChEC-seq replicates from DMSO- and 3-IAA-treated Med16-AID cells (-1 kb to +1 kb relative to the TSSs of all genes). (D) Heatmaps of Mediator ChEC-seq signal from Med16-AID cells treated with DMSO or 3-IAA for downregulated and upregulated genes (-1 kb to +1 kb relative to TSSs).
(TIF) Click here for additional data file.

S4 Fig (A) Boxplots of replicate log_2_ upstream/TESR Med8, Med5, and no-tag ChIP-seq signal from the WT *kin28as* and *med16*Δ *kin28as* strains treated with NA-PP1 for downregulated and upregulated genes. (B) Western blots for 3xHA tagged Mediator subunits in the WT and *med16*Δ strains.
(TIF) Click here for additional data file.

S5 Fig (A) PCA plot of replicate nsRNA-seq experiments performed in Med15/16-AID and Med15-AID cells treated with DMSO or 3-IAA. (B) *k*-means clustered heatmap (*k* = 2) of log_2_ fold changes in nsRNA levels of Med16-regulated gene transcripts in Med16-AID, Med15-AID, and Med15/16-AID cells. (C) Boxplots of log_2_ fold changes in nsRNA levels of transcripts produced from CR and TFIID genes for the Med16-AID, Med15/16-AID, and Med15-AID 3-IAA versus DMSO comparisons.
(TIF) Click here for additional data file.

S6 Fig (A) PCA plot of replicate nsRNA-seq experiments performed in Mot1/Med16-AID cells treated with DMSO or 3-IAA. (B) Hierarchically clustered heatmap of log_2_ fold changes in nsRNA levels of transcripts produced from 5,148 genes encoding verified ORFs for the Med16-AID and Mot1/Med16-AID 3-IAA versus DMSO comparisons.
(TIF) Click here for additional data file.

S7 Fig (A) Western blots showing the kinetics of Med16-AID depletion and stability of TBP-3xFLAG-MNase upon 3-IAA treatment of cells. (B) Boxplots of replicate log_2_ upstream/TESR TBP ChEC-seq signal from Med16-AID cells treated with DMSO or 3-IAA at genes dysregulated by Med16 depletion. (C) Tracks of TBP ChEC-seq signal from cells treated with DMSO or 3-IAA at genes dysregulated by Med16 depletion. (D) Boxplots of average log_2_ upstream/TESR TBP ChEC-seq signal from Med16-AID cells treated with DMSO or 3-IAA at the given fraction of all genes ranked by nsRNA log_2_ fold change. (E) Average plots of replicate TBP ChEC-seq signal (≤80 bp fragments) from Med16-AID cells treated with DMSO or 3-IAA at Med16-down genes. (F) Same as (E) but for Med16-up genes.
(TIF) Click here for additional data file.

S1 Table Yeast strains used in this work. (XLSX) Click here for additional data file.

S2 Table DESeq2 output for all nsRNA-seq experiments reported in this work. (XLSX) Click here for additional data file.

S3 Table Annotation information for Med16-regulated genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

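The authors mapped the nsRNA-seq reads with STAR 2.6.1a, whose GeneCounts option counts reads per gene, and deposited one table of raw counts per library, without normalization or filtering. Each of the 30 tables holds 4 lines on unmapped, multiply mapped, unassigned and ambiguous reads, then 6692 genes with 3 columns of counts (unstranded and one per strand). The column for the sense strand was used, and the unstranded column served as an alternative. Counts on the antisense strand were examined apart. Of the genes, 6559 had a count in at least 1 library and 6008 matched the R64 annotation, from which coordinates were taken. No gene had counts from *S. pombe*.

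The libraries form 10 groups of 3 replicates, taken from the sample labels, and were made in 2 sequencing runs of 12 and 18 libraries. The counts on genes were 3838508 to 6912702 per library (median 4731420). The authors' spike-in size factors were recovered from the log2 fold changes and standard errors of their DESeq2 output, on genes with a base mean above 100 and more than 10 counts per library. On 1491 simulated genes this route returned known factors with a largest relative error of 4.8e-08. A first route, from the base means alone, was planned and could not be fitted. The factors of Mot1/Med16-AID were not at hand, and that strain was scaled by TMM and fitted alone.

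Counts were tested with edgeR 4.0.16 (filterByExpr, quasi-likelihood F-test, prior count 0.125 in the fold changes), with all groups of a run that share a scaling in one fit and the groups as the only factor. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with 0.05 as the threshold. In a simulation on counts of the same depth, the test found 89.5, 96.0 and 97.5% of 200 genes changed by a log2 fold change of 1 in the fits of 12, 12 and 6 libraries, with 10, 11 and 8 false calls. The simulated libraries had no shift shared by all genes, so these rates may not hold under the spike-in factors. Smaller changes, as in 85.4% of the Med16-up genes in Med16-AID, were not simulated for this test. Gene sets and differences between strains were tested with the fry rotation test of limma 3.58.1, on the z-scores that edgeR makes from counts, with Benjamini-Hochberg adjustment over the 8 strain differences, the 8 gene set tests or the 2 directions of a list, and replicate values with exact permutation tests, whose smallest p with 3 against 3 is 0.1. The rotation tests of differences between strains used a single fit of all 30 libraries, those of Mot1/Med16-AID included. Their spread is thus not that of 1 run alone. Other tests were Fisher's exact test for lists and the rank-sum test across genes, as in the paper. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

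The alternatives were TMM and median-of-ratios scaling, the DESeq2 Wald test, no filter or at least 10 counts in every sample, only the 2 groups compared, the replicate number as a block, the unstranded column, other gene lists, and each library left out in turn. The replicate numbers come from the sample labels, and neither the labels nor the paper say that same-numbered libraries were made together. Principal components were computed on the 500 most variable genes. Values per replicate compare each treated library with the mean of its controls, with 0.5 added to each count. Their SDs, and the permutation tests of them between strains, leave out the spread among the controls. Counts of 3 or less, or 7.82e-05% of the smallest library, were taken as the floor.

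Genes were named by a fixed rule. MED16, MED15 and MOT1 were followed in all libraries, along with PHO5, ARG1, FLR1 and HO, which the paper names, and the marker loci LEU2 and LYS2. To these were added the 3 largest rises and falls in *med16*Δ and Med16-AID, and the 2 largest of each in the other strains, among genes with an adjusted p under 0.05 whose groups did not overlap, leaving out markers and the deleted gene. The gene sets for respiration, amino acid biosynthesis, meiosis, carbohydrate metabolism and drug response were written by hand. The ChEC-seq and ChIP-seq experiments were not analysed here.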

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

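All tests in this part were chosen after the result was seen.

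The Med16-up genes rose less in Med15/16-AID and in Mot1/Med16-AID than in Med16-AID, and these differences, -0.31 and -0.47 in the median log2 fold change, are listed because the test of each difference had an unadjusted p under 0.05. No replicate of one strain overlapped the other, as happens by chance in 10% of comparisons of 3 against 3. That share leaves out the spread of the DMSO libraries, whose mean the replicate values have in common. The genes were lower in 85.6% and 83.1% of cases, and the rotation test of limma gave adjusted p = 0.168 and adjusted p = 0.0992 (Benjamini-Hochberg method over 8 differences), so neither passed the correction. Over the alternatives that kept every library, these ranged from 4.7e-08 to 0.404 and from 5.72e-08 to 0.404, with 5 of 8 and 5 of 9 under 0.05. With a library left out they ranged from 0.0374 to 0.616 (1 of 12 fits under 0.05) and from 0.0206 to 0.305 (3 of 12). When the strain names were exchanged within the replicate numbers, 1 of the 4 exchanges, the real one, gave a difference as large in each. With 4 exchanges no share under 0.05 can arise, so this test cannot set the differences apart from other groupings of the libraries.

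Part of these differences may come from the first 3-IAA replicate of Med16-AID, where the median of all genes lay 0.50 above the DMSO libraries under the spike-in factors. Without it the difference was -0.13 for Med15/16-AID (adjusted p = 0.616) and -0.29 for Mot1/Med16-AID (adjusted p = 0.305), of which the latter alone kept an unadjusted p under 0.05. A uniform scaling of libraries does not account for the rest, since with TMM factors and the same genes the differences were -0.22 and -0.26 (adjusted p = 4.41e-07 and adjusted p = 7.68e-07). Choice of the genes by their Med16-AID values may account for part, since the genes called in *med16*Δ alone gave -0.15 and -0.0853 under TMM scaling (adjusted p = 1.22e-05 and adjusted p = 0.0262). With spike-in factors the same genes gave -0.24 and -0.29 (adjusted p = 0.404 for both). The smaller rise in Med15-AID followed the same course, with 0.02 without the first replicate, -0.17 with TMM factors (adjusted p = 1.82e-06) and -0.12 with the genes called in *med16*Δ (adjusted p = 6.32e-05). The strains were sequenced in different runs from Med16-AID. Within one run Med15/16-AID lay below Med15-AID by a difference of -0.15 (adjusted p = 0.856, and 0.646 to 0.911 with a library left out). That test fitted the libraries of both runs together, so its spread includes that of the other run. With TMM factors and the same genes the difference of Med15/16-AID from Med15-AID was -0.05 (adjusted p = 0.265; 0.144 to 0.838 over the alternatives that kept every library). The pattern therefore cannot be told apart from a difference between sequencing runs, and the lesser rise when Med15 or Mot1 is also removed remains a hypothesis.

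A set of 12 genes of the pleiotropic drug response (among them PDR5, SNQ2 and YOR1), which the paper does not report on, fell in Med15-AID and Med15/16-AID. It is listed because the test of the difference between strains had an unadjusted p under 0.05, with medians that differed by -0.43 for Med15-AID against Med16-AID and by -0.24 for Med15/16-AID against Med16-AID. The rotation test gave adjusted p = 0.0192 and adjusted p = 0.0736 (Benjamini-Hochberg method over 3 differences), and under TMM scaling, the alternative run, 4.59e-05 and 0.0136. Within Med15-AID the median was -0.45 (adjusted p = 1.47e-04), with all 3 replicates and 8 of the 12 genes lower. 1 of the 4 exchanges of the strain names gave differences as large as the real one, for Med15-AID, for Med15/16-AID and for Mot1/Med16-AID, which is too few exchanges to set them apart from other groupings.

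Part of the fall may come from 3-IAA itself. Med16-AID cells with the same dose had a median of -0.0172 with spike-in factors, but of -0.22 under TMM scaling (adjusted p = 0.00211; 0.00211 to 0.636 over the alternatives) and of -0.21 relative to all genes, so that 3-IAA is not ruled out for the fall itself. The difference between the strains is less likely to come from it, as both had 3-IAA. Uniform scaling does not account for that difference, which was -0.45 under TMM factors, and neither does any single gene, as the smallest difference with each gene left out was -0.23. In Med15/16-AID, sequenced in the same run as Med15-AID, the median was -0.26, so that the difference from Med16-AID cannot be told apart from a difference between runs. The set was also lower in the other strains without Med16, with medians of -0.23 in *med16*Δ (4 of 12 genes called lower; adjusted p = 0.0541, and 1.84e-05 to 0.0542 over the alternatives) and -0.34 in Mot1/Med16-AID (7 called lower; adjusted p = 0.0501, and 0.032 to 0.0503 over the alternatives). A fall that is larger without Med15 than without Med16 is a hypothesis.

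Counts on the antisense strand, which the paper does not use, are listed as data not examined there. Among genes with no other gene within 200 bp on that strand, and with TMM scaling, 157 genes passed an adjusted p of 0.05 in *med16*Δ, 62 in Med16-AID, 75 in Med15-AID, 159 in Med15/16-AID and 416 in Mot1/Med16-AID (edgeR quasi-likelihood test). In each of the 5 comparisons 1 of the 4 splits that part every same-numbered pair, the real one, gave as many, and the other 3 gave 0 genes. A share of 1 in 4 is the smallest that this test can give, so it cannot by itself set the counts apart from other groupings. With spike-in factors the first 4 counts were 123, 85, 256 and 268. In Mot1/Med16-AID 380 of the 416 genes were higher and the median antisense log2 fold change was 0.35.

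Sense reads assigned to the wrong strand are unlikely to account for the rise in Mot1/Med16-AID, as the sense and antisense changes had r = -0.074 across genes, which are not independent replicates. Reads that run on from neighboring genes are also unlikely, as a margin of 1000 bp left a median of 0.305. DNA or unlabeled RNA in the libraries cannot be told apart from it, since the share of reads outside genes was 10.5 ± 0.317% with 3-IAA and 9.53 ± 0.265% with DMSO (SD, n = 3 each; exact permutation test, p = 0.1, the smallest possible). The median antisense change under TMM scaling was also above 0 in the strains that keep Mot1. It was 0.144 in Med16-AID, 0.167 in Med15-AID and 0.232 in Med15/16-AID, where 131 of the 159 genes were higher. In *med16*Δ, which had no 3-IAA, it was 0.006. With spike-in factors these medians were 0.349, 0.386, 0.349 and 0.196, so *med16*Δ was near 0 under TMM scaling only. The largest medians of the other splits lay above the real ones in Med16-AID (0.157) and *med16*Δ (0.01). They lay below them in Med15-AID (0.07), Med15/16-AID (0.12) and Mot1/Med16-AID (0.134). Whether the rise differs between strains, or depends on Mot1, was not tested.

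Finally, 3 genes that the strains or degrons involve are listed because they changed and the paper does not discuss them. LEU2 rose in *med16*Δ by 3.51 on the log2 scale and LYS2 changed by -1.59 (edgeR, adjusted p = 7.04e-58 and 2.68e-13; no overlap of replicates). The genotypes in S1 Table may account for both, as the strain carries LEU2 in place of MED16 and is *lys2*. In Med16-AID, where both groups share a genotype, LEU2 changed by 0.23 and LYS2 by -0.0396. MOT1 rose in Mot1/Med16-AID by 0.66 (edgeR, adjusted p = 1.43e-04; higher in 3 of 3 replicates), and the smallest value with each library left out was 0.56, so a single library does not account for it. The strain already had more MOT1 transcript before depletion, at 723 CPM with DMSO against group means of 123 to 309 CPM in the other strains. More transcription of MOT1 when its product is removed is a hypothesis, and the reason for the higher level with DMSO was not tested.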

How the results depend on the processing

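The alternatives below were set before the data were examined, except those said to have been added after. Across the results of a comparison, 202 values were computed for 38 results under the alternatives that kept every library, of which 138 stayed the same, 20 passed a threshold that was not passed before, 30 moved and 14 changed direction. A count of genes was taken to stay the same within 1.5 times its value, whatever its split into higher and lower genes, so the 138 include counts whose split turned round (Med15/16-AID under TMM and median-of-ratios scaling, below, and Mot1/Med16-AID, narrowly, with the Wald test and median-of-ratios scaling). The ranges of adjusted p over the alternatives leave out the fits without a library, whose values are given apart. For single genes, 103 of 111 values were the same, 3 weaker, 3 stronger and 2 reversed. Scaling of Mot1/Med16-AID by the spike-in was not run, as its factors were not at hand, and a fit of only its own 2 groups is the fit already used.

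Scaling moved most counts of genes with an adjusted p under 0.05. The spike-in factors shift the median of all genes by 0.19 in *med16*Δ, 0.21 in Med16-AID, 0.22 in Med15-AID and 0.12 in Med15/16-AID, and TMM and median-of-ratios factors leave it near 0 (0.01 under TMM in each). In *med16*Δ the count went from 501 (311 higher, 190 lower) to 1002 under TMM (451 higher, 551 lower) and 1001 under median-of-ratios scaling (456 and 545). In Med16-AID it went from 171 (151 and 20) to 640 (36.4% higher) and 642 (220 and 422), and to 1.0e+02 (93 and 11) in a fit of only the 2 groups. In Med15-AID it went from 2978 (2688 and 290) to 960 (306 and 654) and 951 (307 and 644), and to 1778 (1531 and 247) with only the 2 groups. In Med15/16-AID 1030 genes (708 and 322) became 839 (301 and 538) and 834 (291 and 543), and 1590 (1223 and 367) with only the 2 groups. In Mot1/Med16-AID, scaling by unmapped reads, added after seeing the values, gave 1249 (786 and 463) in place of 1932 (979 and 953).

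With the replicate number as a block, *med16*Δ had 842 genes (583 and 259), Med16-AID 414 (361 and 53) and Med15/16-AID 1718 (1342 and 376). The paper gives no pairing, and residuals of same-numbered libraries had r of -0.017, -0.027 and 0.024 across genes in these comparisons, which leaves out a shift of a whole library. The shifts of same-numbered libraries under the spike-in factors had r of 0.378, 0.988 and 0.717 (n = 3 pairs each) and 0.819 in Med15-AID, with a mean of 0.726 (exact permutation test over 1296 matchings of the numbers, chosen after seeing the values, p = 0.037), so a shift shared by number is not ruled out. Blocks added after seeing the values gave 125 shared genes higher and 43 lower between Med16-AID and *med16*Δ, 274 and 42 between Med15-AID and Med16-AID, and 727 Med16-up genes. The block also moved the difference of Mot1/Med16-AID from Med16-AID in Med16-down genes from -0.01 to 0.002 (adjusted p = 0.793; 6.32e-05 to 0.9 over the alternatives). In Med16-up genes the block brought the differences from Med16-AID past the threshold, at -0.30 for Med15/16-AID (adjusted p = 0.0281; 4.7e-08 to 0.404) and -0.46 for Mot1/Med16-AID (adjusted p = 0.0131; 5.72e-08 to 0.404). In Mot1/Med16-AID the pairing r was -0.219.

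With each library left out in turn, the counts ranged from 3.1e+02 to 653 in *med16*Δ, 50 to 224 in Med16-AID, 1415 to 4247 in Med15-AID, 615 to 831 in Med15/16-AID and 1424 to 2010 in Mot1/Med16-AID. More genes were then lower than higher in Med16-AID without the first 3-IAA replicate (43 higher, 61 lower), in *med16*Δ without the second WT replicate (158 and 207) and in Mot1/Med16-AID without the first DMSO replicate (760 and 763). For Med16-down genes, the differences from Med16-AID ranged from -0.0961 to 0.1861 for Med15-AID (direction changed in 4 of 12 fits), from -0.1964 to 0.0858 for Med15/16-AID (1 of 12) and from -0.1209 to 0.1614 for Mot1/Med16-AID (5 of 12), and Med15/16-AID against Med15-AID from -0.1413 to -0.0287. For Med16-up genes they ranged from -0.2716 to 0.0198 for Med15-AID (direction changed in 1 of 12), from -0.4177 to -0.1263 for Med15/16-AID (adjusted p under 0.05 in 1 of 12) and from -0.5808 to -0.2894 for Mot1/Med16-AID (3 of 12), and Med15/16-AID against Med15-AID from -0.2001 to -0.0771.

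Under TMM scaling the lists shared 198 genes called lower between Med16-AID and *med16*Δ, and 63 called higher and 255 called lower between Med15-AID and Med16-AID, and 582 genes were Med16-down. The share of Med16-up genes that rose by less than 2-fold was 81.1% in *med16*Δ and 94.7% in Med16-AID under TMM, 88.9% in Med16-AID with the Wald test, 74.1% and 89.1% with at least 10 counts in every sample, and 84.5% and 93.0% on the paper's lists. The correlation across genes of Med15-AID and Med15/16-AID was 0.8272 with at least 10 counts in every sample. Under TMM the genes called higher and lower in *med16*Δ had medians of 0.1395 and -0.2386 in Med16-AID (fry, adjusted p = 1.91e-05 and 9.64e-06; 1.91e-05 to 0.0954 and 9.64e-06 to 0.208 over the alternatives). The odds ratio of the CR and TFIID classes was 7.14 with the CR label and the lack of a class exchanged in Med16-up genes, and 13.7 with the paper's lists as well, both added after seeing the values.

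The gene sets that moved did so under TMM scaling. Amino acid biosynthesis went to -0.2813 in *med16*Δ (fry, adjusted p = 2.98e-04; 2.98e-04 to 0.366 over the alternatives) and to -0.1478 in Med16-AID (0.0228; 0.0228 to 0.861), the latter a change of direction. Meiosis went to 0.1265 (3.02e-04; 3.02e-04 to 0.152) and 0.105 (0.00492; 0.00492 to 0.162), and carbohydrate metabolism in Med16-AID to 0.263 (0.0241; 0.0241 to 0.162). For single genes, TMM scaling turned MED15 in Med15/16-AID to -0.0037 and ARG1 in *med16*Δ to -0.1871.

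The differences between strains in Med16-down genes changed direction under TMM scaling, to 0.1583 for Med15/16-AID against Med16-AID (fry, adjusted p = 0.279; 0.279 to 0.9 over the alternatives), 0.0674 for Med15/16-AID against Med15-AID (0.299; 0.161 to 0.9) and 0.1788 for Mot1/Med16-AID against Med16-AID (5.6e-04; 6.32e-05 to 0.9). In Med16-up genes Med15-AID against Med16-AID went to -0.1504 (2.61e-07; 2.61e-07 to 0.838), Med15/16-AID to -0.1883 (4.87e-08; 4.7e-08 to 0.404) and Mot1/Med16-AID to -0.2065 (7e-08; 5.72e-08 to 0.404). The paper's lists gave -0.2575 for Med15/16-AID against Med16-AID in Med16-up genes (adjusted p = 0.4; 4.7e-08 to 0.404 over the alternatives), and the genes called in *med16*Δ alone gave -0.2392 (0.404) and, for Mot1/Med16-AID, -0.2851 (0.404; 5.72e-08 to 0.404).

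More combinations were added after seeing the values. TMM scaling with the lists of the spike-in scaling gave 0.0113 for Med15/16-AID and 0.2016 for Mot1/Med16-AID in Med16-down genes, and -0.1704, -0.217 and -0.2648 for Med15-AID, Med15/16-AID and Mot1/Med16-AID in Med16-up genes, each against Med16-AID. With the paper's lists it gave -0.0062 for Med15-AID, 0.0483 for Med15/16-AID, 0.0545 for Med15/16-AID against Med15-AID and 0.1956 for Mot1/Med16-AID in Med16-down genes, and -0.137, -0.1659 and -0.185 for Med15-AID, Med15/16-AID and Mot1/Med16-AID in Med16-up genes. With the genes called in *med16*Δ alone it gave 0.0307 (adjusted p = 0.0544; 0.0544 to 0.968 over the alternatives), 0.0178 and 0.1051 for Med15-AID, Med15/16-AID and Mot1/Med16-AID in Med16-down genes, and -0.1156, -0.1537 and -0.0853 in Med16-up genes. The rotation test behind the 0.0544 pointed down, against the sign of the median difference, and 103 of the 187 genes were lower in Med15-AID. Scaling of Mot1/Med16-AID by unmapped reads gave 0.05 in Med16-down genes (adjusted p = 0.795).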

Differences from the paper's values

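The settings named below were set before the data were examined unless said otherwise, and apart from the medians of Mot1/Med16-AID the cause was not tested. The paper's log2 fold changes were given back to within 5.0e-06 by a model with the groups alone and the recovered factors. This covered 431 to 1493 genes per comparison, Mot1/Med16-AID apart. In Med16-AID the median of all genes was 0.2138 with such a model in edgeR, 0.2048 with the block and 0.0089 under TMM scaling. This argues against the block and TMM scaling as the source of those fold changes, even where they closed a gap. A gap counts as closed if a count, share or p is within 1.5 times the paper's value, or a median within the replicate SD of it, so that a closed gap can still leave a sizable difference.

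The paper counts 824 genes that changed in *med16*Δ and 384 in Med16-AID, where 501 and 171 were found. For *med16*Δ, TMM scaling (1002), median-of-ratios scaling (1001), a fit of only the 2 groups (555), the replicate block (842; pairing r -0.017) and leaving out the first WT replicate (653) came within the paper's value, and the DESeq2 Wald test (534), at least 10 counts in every sample (462), no filter (491) and the unstranded column (505) did not. For Med16-AID the block (414; pairing r -0.027) did, and the Wald test (117), median-of-ratios (642) and TMM scaling (640), at least 10 counts (158), no filter (162), the 2 groups alone (1.0e+02) and the unstranded column (183) did not.

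Of the genes that rose, the paper counts 578 in *med16*Δ and 340 in Med16-AID, against 311 and 151. Median-of-ratios (456) and TMM scaling (451), the block (583) and leaving out the first WT replicate (520) closed the gap in *med16*Δ, and TMM scaling (36.4% of 640 genes) and the block (361) did so in Med16-AID. For the paper's 44 genes that fell in Med16-AID, against 20, the block (53) and leaving out the first 3-IAA replicate (61) did so, while TMM (407) and median-of-ratios scaling (422) went further away. The paper finds 100 genes higher and 34 lower in both, against 47 and 14. TMM scaling (67) closed the first gap and gave 198 for the second, which the Wald test (13) and at least 10 counts (13) did not close. The replicate block, chosen here after seeing the values, gave 125 and 43.

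The paper's union of 1068 genes, with 932 of them changing in the same direction, compares with 609 and 528. TMM scaling (1355 and 1020) reached both, as did the block (1083 and 923), which for these lists was chosen after seeing the values. The paper names 745 Med16-up genes, and 377 were found. The Wald test (371), TMM scaling (438) and at least 10 counts (340) did not close the gap, and the block (727), chosen after seeing the values, did.

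In Fig. 3D, read by eye, about 300 genes rose and about 180 fell in Med15-AID, with about 28 falling in both Med15-AID and Med16-AID, against 2688, 290 and 14. Median-of-ratios (307) and TMM scaling (306) closed the first gap. The fit of the 2 groups alone (247) and fits without single libraries (248 to 268) closed the second, from which median-of-ratios (644) and TMM scaling (654) went further away. For the third, TMM scaling gave 255, and the block, chosen after seeing the values, closed it with 42.

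The paper's rank-sum p for Med16-down genes in Mot1/Med16-AID against Med16-AID is 4.8e-11, against 0.534. None of the settings came within it. They gave 2.05e-24 with TMM scaling, 0.985 with at least 10 counts, 0.0302 with the genes called in *med16*Δ alone, 0.46 with the block and 0.454 with the paper's lists. Settings chosen after seeing the values gave 2.75e-07, 7.31e-10 and 0.00458 with TMM scaling and the spike-in, paper's and *med16*Δ lists, and 0.0575 with unmapped-read scaling.

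The median log2 fold change of Med16-down genes in Med15/16-AID is about -0.33 in Fig. 3B, read by eye, against -0.38, and the paper's lists (-0.33) closed the gap. That of Med16-up genes is about 0.19 in Fig. 3B, read by eye, against 0.2013, and at least 10 counts (0.1846), the block (0.2002), the paper's lists (0.1864) and 4 fits without a library (0.1894 to 0.1963) came within it. In Mot1/Med16-AID the medians are about -0.08 for Med16-down and about 0.26 for Med16-up genes in Fig. 4B, read by eye, against -0.31 and 0.0382. TMM scaling with its own lists (-0.16) closed the first gap. For the second, no setting did, with 0.07 under TMM scaling and 0.11 for the genes called in *med16*Δ alone, and 0.09 under unmapped-read scaling, chosen after seeing the values.

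The paper states that Mot1 removal raised the Med16-down genes. Here their median differed by -0.01 from Med16-AID, with 44.6% of the genes lower, so no direction was set. Under TMM scaling the difference was 0.18. The paper names 745 Med16-up genes in its text, and S3 Table lists 743.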

Other observations

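All tests in this part were chosen after the result was seen.

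The counts of changed genes were set against other splits of the same 6 libraries. In each of the 5 comparisons 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes. The other 3 gave at most 10 genes in *med16*Δ, 4 in Med16-AID and 0 in Med15-AID, Med15/16-AID and Mot1/Med16-AID. Splits that leave a same-numbered pair together gave up to 13 genes in *med16*Δ and 67 in Med16-AID, so that of all 10 splits the real one alone gave as many. Neither share can fall under 0.05 in this design, and this test cannot set the counts apart from other groupings. Under TMM scaling all splits but the real one gave 0 genes in the 5 comparisons.

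Gene sets were set against the same splits. For respiration, 1 of the 4 splits had a median as far from 0 in *med16*Δ and 1 in Med16-AID. For amino acid biosynthesis it was 3 in both, for meiosis 1 in both, and for carbohydrate metabolism 2 in *med16*Δ and 1 in Med16-AID. For the differences between strains the names were exchanged within replicate numbers. In Med16-up genes 3 of 4 exchanges were as large for Med15-AID against Med16-AID, and 1 of 4 for Med15/16-AID against Med16-AID, Med15/16-AID against Med15-AID and Mot1/Med16-AID against Med16-AID. In Med16-down genes the counts were 3, 4, 1 and 3 of 4. With 4 splits, none of these can be set apart from other groupings.

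Under the spike-in factors most genes rose in the 3 strains with 3-IAA that were scaled by them, 83.7% in Med16-AID, 87.7% in Med15-AID and 81.4% in Med15/16-AID. The paper gives no such share, but reports a modest average rise of TFIID-dependent genes after depletion of Med16 or Med15. Over Med16-AID, Med15-AID and Med15/16-AID the mean rise was 0.17 (exact permutation test over 8000 joint splits, p = 0.003), so variation of the spike-in between libraries is unlikely to account for all of it. By strain the evidence was weaker. The exact p was 0.4 in Med16-AID, where the rise fell to 0.0373 without the first 3-IAA replicate, and 0.1, the smallest possible, in Med15-AID and Med15/16-AID. In *med16*Δ, with a rise of 0.19, it was 0.3. By these tests, which leave the replicate numbers out of account, the rise in Med16-AID and *med16*Δ may be variation of the spike-in between libraries. In Med16-AID the shifts of same-numbered libraries went together (r = 0.988, n = 3 pairs). Each 3-IAA library lay above its same-numbered DMSO library (0.50 against 0.12, 0.04 against -0.04 and 0.03 against -0.08). The value of 0.0373 kept the first DMSO replicate, so it may understate a rise within numbers. Whether same-numbered libraries were made together is not known. Across 24 libraries, relative to their groups, the shift had r = 0.58 with the share of reads on genes against reads mapping to many places (permutation test, p = 0.0821; rho = 0.414, p = 0.127; r = 0.318 without the 2 farthest libraries), so the amount of *S. cerevisiae* RNA captured cannot be told apart from it. No library had 3-IAA in a strain without a degron, and an effect of 3-IAA itself on all genes was not tested.

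The genes called in *med16*Δ moved in the same direction in Med16-AID, and 1 of the 4 splits, the real one, gave a median as far from 0 for the genes called higher, and 1 of the 4 for those called lower. Expression level is unlikely to account for this, since among 10000 random lists matched for expression the medians stood at percentile 100 for genes called higher (random medians 0.172 to 0.2862) and at percentile 0 for genes called lower (0.0837 to 0.2053). A uniform scaling does not account for it either, with medians of 0.14 and -0.24 under TMM scaling (adjusted p = 1.91e-05 and adjusted p = 9.64e-06; 1.91e-05 to 0.0954 and 9.64e-06 to 0.208 over the alternatives). A shared response to the lack of Med16 is a hypothesis, and 4 splits are too few to set it apart from other groupings.

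The median of the Med16-down genes did not lie above that of Med16-AID in Mot1/Med16-AID, with a difference of -0.01. No direction was set, since 44.6% of the genes were lower and the rotation test pointed up (fry, adjusted p = 0.898). A likely part of the lack of a rise is that spike-in factors were used for one strain only. With TMM scaling in both, the difference was 0.2016 (fry, adjusted p = 1.55e-04; 6.32e-05 to 0.9 over the alternatives that kept every library). Libraries were left out only in fits with spike-in factors for Med16-AID (fry, adjusted p = 0.616 to 0.945), so the TMM value was not tested in that way. The gap between the Med16-up and Med16-down medians, which no scaling can move, was 0.3453 here and is near that of the paper's figure, while both medians lay below those of the figure by a similar amount (0.22 and 0.23). One factor for all genes of this strain could therefore account for the distance.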
